# Loss of NSD2 causes dysregulation of synaptic genes and altered H3K36 dimethylation in mice

**DOI:** 10.3389/fgene.2024.1308234

**Published:** 2024-02-14

**Authors:** Shiori Kinoshita, Kazuaki Kojima, Eriko Ohnishi, Yuka Takayama, Hiroki Kikuchi, Shuji Takada, Kazuhiko Nakabayashi, Tomoko Kawai, Kenichiro Hata

**Keywords:** NSD2, neurodevelopmental disorder, RNA sequencing, ChIP sequencing, H3K36me2

## Abstract

**Background:** Epigenetic disruptions have been implicated in neurodevelopmental disorders. NSD2 is associated with developmental delay/intellectual disability; however, its role in brain development and function remains unclear.

**Methods:** We performed transcriptomic and epigenetic analyses using *Nsd2* knockout mice to better understand the role of NSD2 in the brain.

**Results and discussion:** Transcriptomic analysis revealed that the loss of NSD2 caused dysregulation of genes related to synaptic transmission and formation. By analyzing changes in H3 lysine 36 dimethylation (H3K36me2), NSD2-mediated H3K36me2 mainly marked quiescent state regions and the redistribution of H3K36me2 occurred at transcribed genes and enhancers. By integrating transcriptomic and epigenetic data, we observed that H3K36me2 changes in a subset of dysregulated genes related to synaptic transmission and formation. These results suggest that NSD2 is involved in the regulation of genes important for neural function through H3K36me2. Our findings provide insights into the role of NSD2 and improve our understanding of epigenetic regulation in the brain.

## 1 Introduction

Epigenetic mechanisms, including DNA methylation and histone post-translational modifications, guide spatiotemporal gene expression patterns in cells and play critical roles in many biological processes. Disruption of epigenetic regulation has been implicated in human diseases, including cancer and developmental disorders (Greenberg and Bourc’his, 2019; Husmann and Gozani, 2019). With recent advances in DNA sequencing technologies, the number of variants and genes associated with the risk and etiology of neurodevelopmental disorders (NDDs), including autism spectrum disorder (ASD) and global developmental delay/intellectual disability (DD/ID), has increased (Gilissen et al., 2014; Stessman et al., 2017; Coe et al., 2019; Satterstrom et al., 2020). In addition, variants in genes encoding the epigenetic machinery are linked to NDDs (Fahrner and Bjornsson, 2019), suggesting that epigenetic regulation and its disruption are highly relevant to the etiology of NDDs and brain development.

NSD2 (also known as MMSET or WHSC1) is a member of the nuclear receptor-binding SET domain family that mediates histone H3 lysine 36 mono- and dimethylation (H3K36me2) (Kuo et al., 2011). Variable-sized deletions in chromosome 4p16.3, including NSD2, cause Wolf–Hirschhorn syndrome (also known as 4p-syndrome; OMIM#194190), which is characterized by growth retardation, DD/ID, microcephaly, hypotonia, and congenital malformations (Bergemann et al., 2005; Zollino et al., 2008; Battaglia et al., 2015). Recent human genetic studies have identified missense and truncating variants of NSD2 in individuals with DD/ID and growth retardation (known as Rauch–Steindl syndrome; OMIM#619695) (Zanoni et al., 2021). Most missense variants impair NSD2 enzymatic activity to mediate H3K36me2. This suggests that loss of NSD2 function could lead to these clinical manifestations. NSD2 plays critical roles in normal development, including cardiac development, adipose tissue development and function, follicular helper T-cell differentiation, and B-cell development (Nimura et al., 2009; Campos-Sanchez et al., 2017; Zhuang et al., 2018; Long et al., 2020); however, its function in brain development remains unclear.

In this study, we characterized the effects of loss of NSD2 on transcriptional and epigenetic landscapes in the brain using knockout (KO) mice to better understand its role in brain development and function.

## 2 Materials and methods

### 2.1 Mice

*Nsd2* KO mice were generated using CRISPR/Cas9 genome editing, as described previously (Kawai et al., 2023). All mice used in this study were maintained on the C57BL/6 background. All animal experiments were conducted following the protocol approved by the Animal Care and Use Committee of the National Research Institute for Child Health and Development, Tokyo, Japan (Permit No. A2016-001).

### 2.2 Protein extraction and western blotting

Proteins were extracted from the embryonic brain as described previously (Oliviero et al., 2016) with slight modifications. The embryonic brain was homogenized in a lysis buffer (25 mM Tris-HCl [pH 7.6], 150 mM NaCl, 1% NP-40) with protease inhibitors (Nacalai Tesque, Kyoto, Japan). The lysates were incubated for 15 min on ice and centrifuged at 18,000 × *g* for 15 min at 4°C. To harvest the nuclear fraction, nuclear pellets were resuspended in high salt containing Buffer C (20 mM HEPES [pH 7.6], 20% [v/v] glycerol, 0.42 M NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA) with Benzonase nuclease (Merck KGaA, Darmstadt, Germany) and dounced 20 times with a homogenizer. Lysates were incubated for 45 min with rotation and centrifuged at 18,000 × *g* for 30 min at 4 °C. Before loading, Laemmli sample buffer with β-mercaptoethanol (Bio-Rad, Hercules, CA, United States) was added to the samples, followed by boiling at 95 °C for 5 min. Protein samples were resolved using sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred onto a polyvinylidene fluoride membrane (Bio-Rad), blocked in 2% BSA in TBS-T or Blocking One (Nacalai Tesque), probed with primary antibodies, and detected using horseradish peroxidase-conjugated anti-rabbit or anti-mouse secondary antibodies (GE Healthcare, Chicago, IL, United States). Primary antibodies used in this study included anti-Histone H3 (ab1791, Abcam, Cambridge, United Kingdom), anti-NSD2 (ab75359, Abcam), andanti-H3K36me2 (ab9049, Abcam). Chemiluminescence was detected using ImageQuant LAS 4000 (GE Healthcare). Quantification was performed using ImageJ (Schneider et al., 2012).

### 2.3 Tissue fixation, sectioning, and staining

Embryonic brains from E18.5 were dissected and fixed by immersion in a 10% formalin neutral buffer solution (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan). The brains were then processed using an automated tissue processor (ASP 200, Leica Biosystems, Wetzlar, Germany), embedded in paraffin, and sectioned at a thickness of 5 μm on a rotary microtome. The sections were stained with 0.1% cresyl violet (Muto Pure Chemicals, Tokyo, Japan).

### 2.4 RNA sequencing (RNA-seq)

RNA-seq analysis was performed for the E15.5 brains of WT (n = 3; female = 3, male = 3) and *Nsd2* KO mice (n = 3; female = 3, male = 3). Total RNA was extracted from E15.5 brains using the AllPrep DNA/RNA Mini Kit (Qiagen, Hilden, Germany). Total RNA purity and integrity were assessed using the BioAnalyzer RNA Pico kit (Agilent Technologies, Santa Clara, CA, United States). Samples with an RNA integrity number ≥7 were used for library preparation. Ribosomal RNA was depleted using the NEBNext rRNA Depletion Kit or Kit v2 (Human/Mouse/Rat) (New England Biolabs, Ipswich, MA, United States), and cDNA libraries were generated using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer’s protocol. The libraries were sequenced on either the HiSeq X platform (Illumina, San Diego, CA, United States), generating 150 bp paired-end reads or the NextSeq 550 platform (Illumina), generating 75 bp paired-end reads.

### 2.5 RNA-seq data processing and analysis

All 150 bp paired-end reads were trimmed to a length of 75 bp using FASTX-toolkit (v0.0.14)^1^ to ensure the same analytical conditions as the 75 bp paired-end reads. Reads containing adapter sequences were trimmed using cutadapt (v.2.6) (Martin, 2011). The reads were aligned to the mouse genome (mm10) using HISAT2 (v.2.1.0) (Kim et al., 2019). Transcripts were assembled and quantified using StringTie (v. 2.0.6) (Pertea et al., 2015). For analysis of RNA-seq data, all transcripts from mouse Ensembl genes 81 version (GRCm38.p4/mm10) were used. The gene counts matrix was generated by the Python script “prepDE.py” to extract read count information from StringTie output. Differential expression analysis was performed using the edgeR package (Robinson et al., 2010), and DEGs were defined using a false discovery rate cutoff of 0.05. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed using the Metascape software (Zhou et al., 2019).

### 2.6 Quantitative reverse transcription PCR (qRT-PCR)

RNA extraction was performed as described above in section 2.4. cDNA was synthesized using PrimeScript RT reagent Kit with gDNA Eraser (Perfect Real Time) (Takara Bio, Shiga, Japan). PCR was performed on the Applied Biosystems 7,500 Fast Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, United States) using TB Green Premix Ex TaqⅡ (Tli RNaseH Plus) (Takara Bio) with primers listed in Supplementary Table S1. Relative expression was calculated using the ∆∆Ct method and data were normalized to *Actb* expression.

### 2.7 Chromatin immunoprecipitation followed by DNA sequencing (ChIP-seq) and ChIP-qPCR

ChIP-seq analysis was performed for the E15.5 brains of WT and *Nsd2* KO mice (n = 2; male = 2 in each group). ChIP experiments were performed using ChIP Reagents (Nippon Gene, Tokyo, Japan). ChIP assay was performed on E15.5 WT and *Nsd2* KO brains. Fresh brain tissues were minced, fixed with 1% paraformaldehyde in D-PBS (−) for 10 min, and quenched with 2 M glycine for 5 min. The tissues were resuspended in NP-40 buffer containing a proteinase inhibitor cocktail (Nacalai Tesque) and homogenized using BioMAsher (Nippi, Tokyo, Japan). The homogenized tissue was incubated on ice for 10 min and centrifuged to collect the nuclear pellet. The nuclear pellet was resuspended in SDS Lysis buffer, and the lysate was sonicated to fragment the chromatin for 15 min (duty: 5, PIP: 105, cycles/burst: 200) on Covaris S220 (Covaris, Woburn, MA, United States). The fragmented chromatin was centrifuged to remove debris and immunoprecipitated with Dynabeads Protein A (Thermo Fisher Scientific)-conjugated anti-H3K36me2 antibodies (ab9049, Abcam) or normal Rabbit IgG (#2729, Cell Signaling Technology, Danvers, MA, United States) in ChIP dilution buffer containing protease inhibitor cocktail (Nacalai Tesque) for 4 h at 4°C with rotation. The beads were washed with 1× RIPA buffer (150 mM, 1× RIPA buffer (500 mM), LiCl buffer (250 mM LiCl, 10 mM Tris-HCl [pH 8.0], 0.5% NP-40, 0.5% sodium deoxycholate, and 1 mM EDTA), and TE buffer (pH 8.0). The beads were incubated in ChIP direct elution buffer with Proteinase K overnight at 65°C. ChIP DNA was purified using AMPure XP beads (Beckman Coulter, Brea, CA, United States) following the manufacturer’s protocol. For ChIP-seq, libraries were generated using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer’s protocol. The libraries were sequenced on a NextSeq550 platform (Illumina) with 75 bp single-end and paired-end reads. ChIP-qPCR was performed on Applied Biosystems 7500 Fast Real-Time PCR System (Thermo Fisher Scientific) using TB Green Premix Ex TaqⅡ (Tli RNaseH Plus) (Takara Bio) with primers listed in Supplementary Table S2.

### 2.8 ChIP-seq data processing and analysis

The adapter trimming method was the same as that used for RNA-seq analysis. The ChIP-seq reads were aligned to the mouse genome (mm10) using BWA-MEM (v.0.7.17) (Li and Durbin, 2009). PCR duplicates were removed using Picard (v.2.17.11)^2^, and bam files of each biological replicate were merged using SAMtools (v.1.6) (Danecek et al., 2021). Bigwig tracks were generated using bamCoverage in deepTools (v.3.3.0) with options “--normalizeUsing CPM.” To calculate normalized H3K36me2 ChIP signal for each window (1 kb windows, 10 k windows), read counts were divided by input read counts using bamCompare in deepTools (v.3.3.0) (Ramírez et al., 2014) with option “--normalizeUsing CPM, -- operation ratio.” Fold change (FC) of normalized H3K36me2 ChIP- signal (10 k windows) was used to identify H3K36me2 loss or gain at thresholds of FC < 1/1.5 (loss) or >1.5 (gain). The correlation map was presented using computeMatrix and plotCorrelation in deepTools (v.3.3.0) (Ramírez et al., 2014). The pairwise correlation (Spearman’s ρ) coefficient was determined using the normalized H3K36me2 ChIP signal in 10 k windows. The blacklisted regions downloaded from the ENCODE portal (ENCFF547MET) (Amemiya et al., 2019; Luo et al., 2020) were excluded from the downstream analysis. The distribution of H3K36me2 across the mouse genome was determined using ChIPseeker (v.1.34.1) (Yu et al., 2015). Random 10 kb windows were generated using BEDTools (v. 2.26.0) (Quinlan and Hall, 2010). ChromHMM annotation-based enrichment analysis was performed using LOLA (v.1.28.0) (Sheffield and Bock, 2016) and the E15.5 mouse forebrain ChromHMM annotation downloaded from the ENCODE portal (ENCFF163AVC) (Luo et al., 2020; van der Velde et al., 2021). The heatmap and aggregation plot were depicted using computeMatrix, plotProfile, and plotHeatmap in deepTools (v.3.3.0) (Ramírez et al., 2014). For enhancer analysis, H3K4me1, H3K27ac, and H3K4me3 peak files of the E15.5 mouse forebrain were downloaded from the ENCODE portal (ENCFF871XIM, ENCFF433OHF, ENCFF112LTJ). Active enhancers were defined as both H3K4me1 and H3K27ac peaks without H3K4me3 peaks. Super enhancers were called from H3K27ac peak files (ENCFF433OHF) using ROSE (Whyte et al., 2013). Putative target genes active enhancer pairs were determined using GREAT (Tanigawa et al., 2022).

## 3 Results

### 3.1 Loss of NSD2 causes transcriptional dysregulation of synaptic transmission and formation-related genes in the brain

We previously generated an *Nsd2* KO mouse model in which the entire coding sequence of *Nsd2* was deleted (Supplementary Figure S1A) (Kawai et al., 2023). NSD2 protein expression was barely detectable in *Nsd2* KO mice (Supplementary Figure S1B). *Nsd2* KO mice exhibited lower body weight compared to wild-type (WT) mice and died within 1 day of birth (Supplementary Figure S1C).

On the basis of the high expression of *Nsd2* during the embryonic stage (Supplementary Figure S1D) and the known association between epigenetic regulation and brain development (Fagiolini et al., 2009), we focused on its potential role in brain development and function during this stage. First, we evaluated the brain morphology of *Nsd2* KO mice. The total brain weight of *Nsd2* KO mice was significantly reduced compared to WT mice. However, there was no significant difference in the brain/body weight ratio between WT and *Nsd2* KO mice (Supplementary Figure S1E), suggesting that the reduced brain weight was due to growth retardation. Although histological analysis of the brain did not reveal any apparent structural defects in *Nsd2* KO mice, the cortex of *Nsd2* KO mice showed a slight reduction in thickness compared to the control (Supplementary Figure S1F). Thus, loss of NSD2 has minimal effects on the cytoarchitecture of the brain during the embryonic stage.

NSD2 mediates H3K36me2, which is generally associated with active transcription (Kuo et al., 2011; Weinberg et al., 2019). 

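RNA was taken from brains of WT and Nsd2 KO embryos at E15.5, from 3 animals of each genotype in each sex. The 12 libraries were sequenced. Ribosomal RNA was depleted and a stranded library kit was used, on either of 2 sequencers. The files do not say which library had which kit version or sequencer. The authors trimmed the reads with cutadapt 2.6, aligned them to the GRCm38 mouse genome with HISAT2 2.1.0 and assigned them to genes with StringTie 2.0.6. The deposited values are whole read counts of 46078 genes, in 1 table for males and 1 for females, with no normalization applied. Male libraries held 55703865 to 58904269 counts each and female libraries 40398665 to 59304196. The totals did not differ between genotypes beyond the spread of the replicates (exact permutation test, two-sided, p = 0.4 in males and 0.6 in females, where 0.1 is the smallest p that 3 animals against 3 allow). Genes with enough counts for a test were kept with edgeR's filter, counts were normalized by TMM, and KO was compared with WT in each sex by edgeR's quasi-likelihood test. DEGs are genes with a Benjamini-Hochberg adjusted p under 0.05, as in the paper, and Nsd2 itself is left out of each count. The same test was fitted across all 12 libraries with sex as a covariate, and the difference between the sexes was tested by an interaction term. Gene families and markers were also tested as lists with camera, at a preset correlation between genes of 0.01, and again with an estimated correlation. The lists were fixed before the data were examined, but after Tables S3 and S4 had been read, so they are not independent of the paper's DEGs. Levels are in CPM, counts scaled to each library's total after TMM, with the SD of 3 animals, and log2 fold changes are KO over WT with their standard error (SE).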

We next performed RNA-seq analysis for WT and *Nsd2* KO brains at embryonic day (E) 15.5 to examine the transcriptional effect of NSD2 loss. E15.5 was selected as the preferred developmental time point for our samples because it is a critical period for neurodevelopment. This includes important processes such as neurogenesis, division and differentiation of neural progenitor cells, migration, and relatively homogeneous populations of cells (Yao and Jin, 2014; La Manno et al., 2021). 

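Nsd2 transcripts were close to absent from every KO brain. Nsd2, which encodes the H3K36 methyltransferase deleted in these mice, is named Whsc1 in the deposited tables and lies on chromosome 5 of GRCm38 from 33820725 to 33897975. In males its level was 370.2 ± 9.11 CPM (SD, n = 3) in WT and 1.18 ± 0.235 CPM (SD, n = 3) in KO brains, a log2 fold change of -8.29 (SE 0.131, adjusted p = 2.82e-08 from edgeR). In females it was 386.8 ± 37.1 CPM (SD, n = 3) in WT and 1.86 ± 0.678 CPM (SD, n = 3) in KO brains, a log2 fold change of -7.68 (SE 0.263, adjusted p = 4.8e-05 from edgeR). Actb, which encodes the cytoskeletal protein beta-actin, had a log2 fold change of 0.02 (SE 0.078, adjusted p = 0.929) in males. Of the 11 neighbours of Nsd2 on chromosome 5 none passed the test in males or in females in edgeR's test, and 0 did when adjusted over the list alone. Over both sexes 1 rose, Haus3, which encodes a subunit of the augmin complex and was chosen after its values were seen, with a log2 fold change of 0.34 (SE 0.0739, adjusted p = 0.0363 from edgeR). Adjusted over the list alone 3 were higher, and the list was higher by camera (median log2 fold change 0.12, adjusted p = 0.0362, and adjusted p = 0.376 with an estimated correlation). The call of the list was lost without WT female 1, KO female 3 or WT male 2 (camera adjusted p = 0.0619, 0.189 and 0.0674), and that of Haus3 without any female library but WT female 2 or without WT male 2, WT male 3 or KO male 1 (adjusted p = 0.0661 to 0.106).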

We identified 321 differentially expressed genes (DEGs) (excluding *Nsd2*). Out of these, 253 were significantly downregulated and 68 were upregulated in *Nsd2* KO male brains (Figure 1A and Supplementary Table S3). 

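In male KO brains 63 genes fell and 23 rose among the 18672 genes tested. March1, which encodes a membrane ubiquitin ligase, fell from 47.8 ± 4.23 to 20.4 ± 1.58 CPM (SD, n = 3 per genotype), with a log2 fold change of -1.23 (SE 0.0916, adjusted p = 0.0017 from edgeR's quasi-likelihood test). St6gal2, a sialyltransferase, fell by 0.86 on the log2 scale (SE 0.0653, adjusted p = 0.0017 from edgeR), and Sphkap, an anchoring protein of protein kinase A, fell by 0.98 (SE 0.0873, adjusted p = 0.00359 from edgeR). Lrrc3b, a leucine-rich repeat protein, had a log2 fold change of -1.99 (SE 0.182), and Nrg3, a ligand of the receptor ErbB4, one of -0.99 (SE 0.0996). Pou2f2, a POU-domain transcription factor, rose from 11.4 ± 1.05 to 33.9 ± 1.79 CPM (SD, n = 3 per genotype), a log2 fold change of 1.57 (SE 0.0937, adjusted p = 0.000878 from edgeR). In females its log2 fold change was -0.73 (SE 0.491, adjusted p = 0.776), the difference between the sexes did not pass the interaction test (adjusted p = 0.91), and the male call was lost when the spread of each gene was taken over all 12 libraries (adjusted p = 0.183). At an unadjusted p under 0.05 there were 2230 genes, where 934 would be reached by chance. The 86 DEGs became 39 without WT male 2, 26 without WT male 3, 21 without KO male 1 and 21 without KO male 3, and the call of Nrg3 was lost without KO male 3 (adjusted p = 0.06). Called without each of the 6 libraries in turn were 15 of them: Dlgap1, Lrfn5, Lrrc3b, March1, Slitrk4, Sphkap, St6gal2, Pou2f2 and the protocadherin genes Pcdhb9, Pcdhb10, Pcdhb11, Pcdhb14, Pcdhb16, Pcdhb17 and Pcdhb19. The Hox gene Hoxa5 was at 43.6 and 53.9 CPM in WT male 2 and WT male 3, at 13.2 CPM in KO male 2 and under 1 CPM in the others, and with the level of the Hox genes as a covariate, chosen after seeing the data, 10 genes fell and 7 rose.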

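Lrfn5 was lower and Pcdhb10 and Pcdhb11 were higher in KO brains of both sexes when each sex was tested alone. Of 18065 genes tested in both sexes, 61 fell in males and 1 of these also fell in females, where 0.00338 would be shared by chance (Fisher's exact test, p = 0.00338). Of 23 that rose in males 2 also rose in females (Fisher's exact test, p = 1.55e-06). Most genes called in males had the same sign in females. The 61 genes that fell in males had a median log2 fold change of -1.15 in males and -0.90 in females (quartiles -1.15 and -0.60), with 60 below 0. The 23 that rose had a median of 1.11 in males and 0.78 in females, with 22 above 0. The shared genes numbered 0 in edgeR without WT female 1, WT female 2 or KO female 1, with the replicate number as a block and with the Hox gene level as a covariate. Without KO female 2 there were 3 lower and 0 higher, without WT female 3 there were 2 lower and 2 higher, and without KO female 3 there were 2 lower and 3 higher. Over all 12 libraries, with sex as a covariate, 300 genes fell and 74 rose in KO brains (19768 genes tested by edgeR). Of these 374 genes 77 were also called in males alone and 3 in females alone, and 176 were called without each of the 12 libraries in turn. The lower genes numbered 169 without KO female 3, 163 without WT male 2, 168 without KO male 1 and 162 without KO male 3. The higher genes numbered 49 without WT female 1, 47 without KO female 1, 44 without KO female 3, 45 without WT male 2, 48 without WT male 3, 41 without KO male 1 and 38 without KO male 3. In the 6 libraries with under 1 CPM of Hoxa5, a subset chosen after seeing the data, 31 genes fell and 6 rose, whereas 398 fell and 106 rose in all 12 with the Hox gene level as a covariate, also chosen then. The difference between the sexes passed the test for 0 genes in edgeR, with 879 genes at an unadjusted p under 0.05 where 988 would be reached by chance, and for 5 genes in DESeq2. Without WT female 3 it passed for 17 genes, without KO female 3 for 22 and without KO male 3 for 1.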

Sixty-two out of the 321 DEGs consistently showed differential expression in both male and female KO mice (Supplementary Figures S2A, 2B and Supplementary Table S4). GO analysis revealed that the downregulated DEGs were involved in synaptic transmission in terms of biological processes (Figure 1B and Supplementary Figure S2C). 

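Some genes of the synapse fell in KO brains over both sexes, while most members of the 4 lists did not pass the test. Over both sexes 15 of 61 synaptic adhesion molecules fell, 1 rose and 45 did not pass edgeR's test (27 lower and 1 higher when adjusted over the list alone). Among them Slitrk4 and Slitrk5, neuronal transmembrane proteins that organize synapses, fell by 1.20 (SE 0.108, adjusted p = 8.25e-05 from edgeR) and 0.57 (SE 0.0557, adjusted p = 0.000162 from edgeR) on the log2 scale. Of 40 postsynaptic scaffold and receptor auxiliary proteins 8 fell and none rose (16 lower and 1 higher adjusted over the list alone), among them Dlg2, the scaffold protein PSD-93, with a log2 fold change of -0.37 (SE 0.0608), and Shisa6, an auxiliary protein of AMPA receptors, with -0.57 (SE 0.0773). Of 58 genes of the presynaptic release machinery 6 fell and none rose (17 lower adjusted over the list alone), among them Rims1, a scaffold of the active zone, with -0.53 (SE 0.0747). Of 22 GABA and glycine receptor genes, the receptors of inhibitory transmission, 7 fell and none rose (11 lower adjusted over the list alone). Dlg2, Shisa6 and Rims1 were chosen after their values were seen. In males alone 5 adhesion molecules, 2 postsynaptic, 1 presynaptic and 5 GABA and glycine receptor genes fell and none rose (16, 9, 4 and 10 lower when adjusted over the list alone, with 2 adhesion molecules and 1 presynaptic gene higher). Of these calls Dlgap1, Lrfn5 and Slitrk4 held without each of the 6 libraries, whereas that of Slitrk5 was lost without WT male 2, WT male 3, KO male 1, KO male 2 or KO male 3 (adjusted p = 0.0553 to 0.176). In females alone 1 adhesion molecule, Lrfn5, fell (13 lower adjusted over the list alone). All 4 lists were lower as lists by camera in males, in females and over both sexes, with adjusted p of at most 4.86e-06. With an estimated correlation the adjusted p over both sexes was 0.0337 for the GABA and glycine receptors, 0.0382 for the postsynaptic proteins, 0.0382 for the adhesion molecules and 0.109 for the presynaptic genes. In males alone it was 0.297 for the GABA and glycine receptors and 0.495 for the other lists, and in females 0.0933 to 0.163. The call over both sexes was lost (adjusted p of up to 0.0848 with an estimated correlation) for the GABA and glycine receptors without WT female 2, WT female 3, KO female 3, WT male 3 or KO male 1, for the adhesion molecules without any of the 6 female libraries, WT male 3, KO male 1 or KO male 3, and for the postsynaptic proteins without these or KO male 2. With the Hox gene level as a covariate, added after seeing the data, the adjusted p over both sexes with an estimated correlation was 0.0491 for the GABA and glycine receptors and 0.0691 for the adhesion molecules and the postsynaptic proteins. The medians of these lists were then -0.31, -0.186 and -0.179, against -0.318, -0.185 and -0.174 without the covariate. With 3 WT and 3 KO libraries above 1 CPM of Hoxa5, the covariate could move these medians little, so it cannot exclude an effect of tissue composition.

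**Figure D1:**
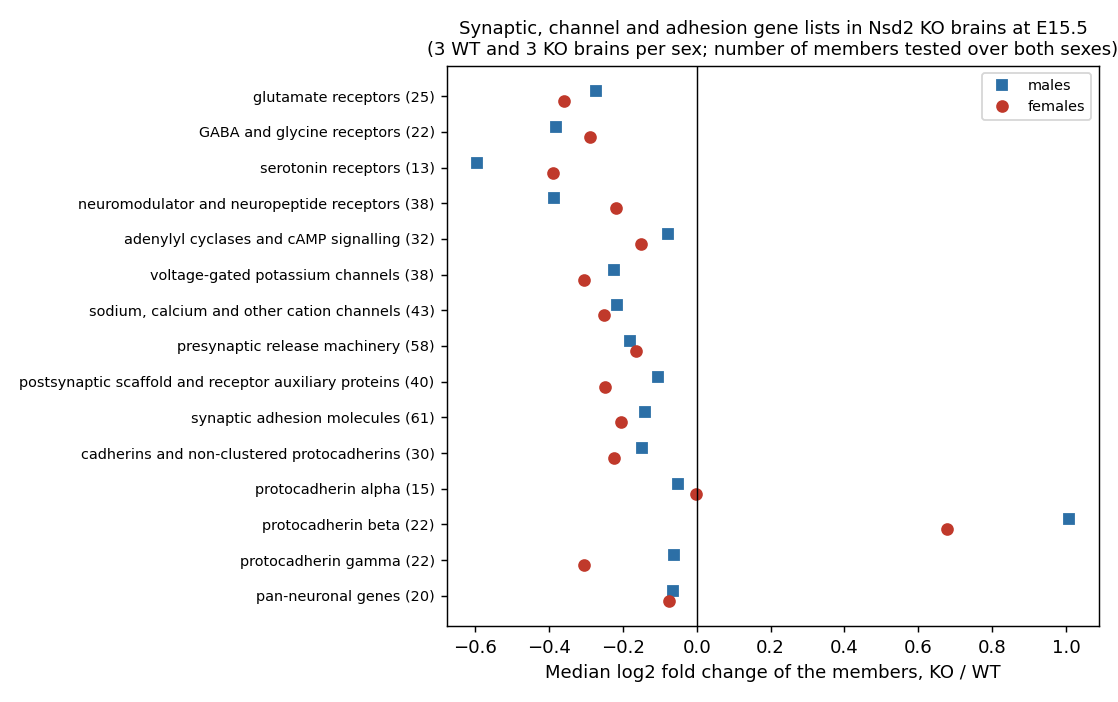
Median log2 fold change (KO over WT) of the members of each gene list in males (squares) and females (circles), with the number of members tested in brackets. The receptor, channel, release, scaffold and adhesion lists lie below 0 in both sexes, and the protocadherin beta list lies at 1.01 in males and 0.68 in females.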

Among the genes annotated as cellular components, the downregulated DEGs were related to the synaptic membrane and ion channel complex (Supplementary Figure S2D). Furthermore, KEGG pathway analysis revealed an enrichment of neuronal synapse and signaling pathways, specifically glutamatergic synapse, serotonergic synapse, and cAMP signaling (Supplementary Figure S2E). In contrast, the upregulated DEGs showed an enrichment of cell-cell adhesion molecules (Figure 1C). 

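Some genes of voltage-gated potassium channels and other cation channels fell in KO brains over both sexes. Over both sexes 7 of 38 voltage-gated potassium channel genes fell and none rose (13 lower when adjusted over the list alone), among them Kcnb2, a delayed rectifier subunit, with a log2 fold change of -0.86 (SE 0.118, adjusted p = 0.00185 from edgeR), and Kcna1, a low-threshold channel of axons, with -0.86 (SE 0.129, adjusted p = 0.00332 from edgeR). Of 43 sodium, calcium and other cation channel genes 6 fell and none rose (15 lower adjusted over the list alone). Ryr3, a calcium release channel of the endoplasmic reticulum, fell by 1.06 on the log2 scale (SE 0.145), Trpc5, a receptor-operated cation channel, by 1.12 (SE 0.135), Cacna1a, the pore of presynaptic P/Q-type calcium channels, by 0.43 (SE 0.0743), and Scn3b, a beta subunit of sodium channels, by 0.35 (SE 0.0624). Kcnb2, Kcna1, Cacna1a and Scn3b were chosen after their values were seen. In males alone no potassium channel gene of 37 passed edgeR's test, with 13 lower adjusted over the list alone, and 3 of 43 other channel genes fell, Ryr3, Trpc1 and Trpc5 (11 lower adjusted over the list alone). In females alone no gene of either list passed, with 5 and 6 lower adjusted over the list alone. The male call of Ryr3 was lost without KO male 1 (adjusted p = 0.0524), that of Trpc5 without WT male 2, WT male 3, KO male 1 or KO male 3 (adjusted p = 0.0553 to 0.117) and that of Trpc1 without these or KO male 2 (adjusted p = 0.0723 to 0.187). The potassium channel list was lower by camera in males (median log2 fold change -0.22, and -0.09 without WT male 2, adjusted p = 4.81e-08), in females (-0.30, adjusted p = 9.09e-12) and over both sexes (-0.20, adjusted p = 1.35e-13). With an estimated correlation its adjusted p was 0.495 in males, 0.0903 in females and 0.0382 over both sexes. The last passed only without WT male 1, WT male 2 or KO male 2 when a library was left out (adjusted p of up to 0.0848 otherwise). It was 0.0691 with the Hox gene level as a covariate, added after seeing the data, where the median was -0.201 against -0.203 before. The covariate could move the median little, since 3 WT and 3 KO libraries were above 1 CPM of Hoxa5. The list of other channels was lower by camera in both sexes (adjusted p = 3.04e-06 in males and 1.5e-10 in females), and its adjusted p with an estimated correlation was 0.495 in males, 0.152 in females and 0.107 over both.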

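Some genes of glutamate receptors, serotonin receptors and cAMP signalling fell in KO brains over both sexes. Of 25 glutamate receptor genes 10 fell over both sexes and none rose (13 lower when adjusted over the list alone). Grin3a, an NMDA receptor subunit, had a log2 fold change of -1.22 (SE 0.135, adjusted p = 0.000558 from edgeR) and Grm5, a metabotropic receptor, one of -0.81 (SE 0.127, adjusted p = 0.00519 from edgeR). Grin2b, another NMDA receptor subunit, was at 339.1 ± 38.3 CPM in WT males (SD, n = 3) and had a log2 fold change of -0.09 in males (SE 0.0857, adjusted p = 0.73). Of 13 serotonin receptor genes 4 fell over both sexes (6 lower adjusted over the list alone), among them Htr1a, an inhibitory receptor, with -1.39 (SE 0.219). In males Htr7, a receptor that stimulates cAMP synthesis, fell from 7.87 ± 2.06 to 1.89 ± 0.506 CPM (SD, n = 3 per genotype). Of 32 genes of cAMP signalling 7 fell over both sexes (8 lower and 1 higher adjusted over the list alone), among them the adenylyl cyclases Adcy2, with a log2 fold change of -1.54 (SE 0.225, adjusted p = 0.0042 from edgeR), and Adcy8, with -1.44 (SE 0.234, adjusted p = 0.00838 from edgeR). Grin3a, Grm5, Htr1a and Adcy8 were chosen after their values were seen. Htr7 (adjusted p = 0.0129), Adcy2 (adjusted p = 0.015) and Adcy8 (adjusted p = 0.0358) were higher with a higher Hox gene level over the 12 libraries in edgeR's test, and in males Hoxa5 was above 1 CPM in 2 of 3 WT and 1 of 3 KO libraries. With the Hox gene level as a covariate the male adjusted p was 0.0393 for Htr7 and 0.0246 for Adcy2. In males alone Gria4, Htr7 and Adcy2 were the called members of these lists (11, 4 and 5 lower adjusted over the list alone), and in females none was (8, 1 and 2 lower adjusted over the list alone). Without WT male 2, WT male 3, KO male 1 or KO male 3 the male calls of Htr7 (adjusted p = 0.0652 to 0.133) and Adcy2 (adjusted p = 0.06 to 0.189) were lost. By camera the glutamate receptors (adjusted p = 3.13e-08 in males and 4.14e-15 in females), the serotonin receptors (1.46e-07 and 0.00226) and the cAMP genes (0.000119 and 1.93e-07) were lower as lists. That of the serotonin receptors in females was 0.232 without WT female 3 and 0.16 without KO female 3. With an estimated correlation the adjusted p was 0.495 for each of the 3 lists in males, 0.0933, 0.509 and 0.0933 in females, and 0.0382, 0.17 and 0.0639 over both sexes. The glutamate receptors' adjusted p over both sexes rose to up to 0.0848 without any of the 6 female libraries, WT male 3, KO male 1 or KO male 3, and to 0.0691 with the Hox gene level as a covariate. Their median log2 fold change was -0.315 with that covariate and -0.311 without it. A larger move was hardly possible, since 3 WT and 3 KO libraries were above 1 CPM of Hoxa5.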

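Among the 23 genes that rose in male KO brains 16 were protocadherin beta genes and 1 was the protocadherin gamma gene Pcdhga7. Pcdhga7 had a log2 fold change of 0.42 (SE 0.0658, adjusted p = 0.0407 from edgeR) in males, and its call was lost without any of the 6 libraries (adjusted p = 0.0873 to 0.283). Of 30 cadherins and non-clustered protocadherins 6 fell over both sexes and none rose (7 lower when adjusted over the list alone), among them Pcdh11x, a protocadherin of the X chromosome, with a log2 fold change of -1.15 (SE 0.0979, adjusted p = 5.54e-05 from edgeR), and Pcdh15, a protocadherin known from hair cells, with -1.01 (SE 0.162, adjusted p = 0.00547 from edgeR). In males alone these 2 genes fell (7 lower and 1 higher adjusted over the list alone), and in females none did (3 lower adjusted over the list alone). The male call of Pcdh11x was lost without WT male 3, KO male 1 or KO male 3 (adjusted p = 0.0706 to 0.127) and that of Pcdh15 without KO male 1, KO male 2 or KO male 3 (adjusted p = 0.0506 to 0.127). By camera this list was lower in males (adjusted p = 7.45e-06) and females (adjusted p = 8.44e-11), and with an estimated correlation its adjusted p was 0.495 in males, 0.152 in females and 0.0779 over both sexes. Sorbs2, an adaptor protein of the actin cytoskeleton, had a log2 fold change of 0.33 in males (SE 0.0714, adjusted p = 0.124) and -0.01 in females (SE 0.153, adjusted p = 0.991). In males it passed with edgeR's exact test, edgeR's likelihood ratio test, DESeq2 and a replicate block.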

Notably, the *Nsd2* KO showed an upregulation of protocadherin beta genes (*Pcdhb*) (Figure 1D and Supplementary Figure S2F). 

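Nearly the whole protocadherin beta cluster was higher in male KO brains. Of its 21 tested genes 16 rose and none fell (20 higher when adjusted over the list alone), and all 21 had a positive log2 fold change, with a median of 1.01. Pcdhb10, at 37411664 to 37414514 on chromosome 18 of GRCm38, rose from 3.21 ± 0.246 to 9.84 ± 0.758 CPM (SD, n = 3 per genotype), a log2 fold change of 1.61 (SE 0.124, adjusted p = 0.0017 from edgeR's quasi-likelihood test). Pcdhb14 rose by 1.48 (SE 0.106, adjusted p = 0.0017 from edgeR) and Pcdhb19 by 1.01 (SE 0.0745, adjusted p = 0.0017 from edgeR) on the log2 scale, and Pcdhb22, near the end of the cluster, by 0.60 (SE 0.097). The flanking clusters did not move as a whole. Of 15 protocadherin alpha genes none passed in males (4 lower and 4 higher adjusted over the list alone), and of 22 protocadherin gamma genes Pcdhga7 rose and Pcdhgb5 fell (5 lower and 3 higher adjusted over the list alone), the latter by 0.72 on the log2 scale (SE 0.0973, adjusted p = 0.0244 from edgeR). The beta genes were higher as a list by camera (adjusted p = 6.3e-83, and adjusted p = 0.0389 with an estimated correlation), whereas the alpha genes (adjusted p = 0.919) and gamma genes (adjusted p = 0.567) were not called. The call of the beta genes with an estimated correlation ended with the Hox gene level as a covariate, added after seeing the data. The male log2 fold changes stayed close to those above, at 1.611 for Pcdhb10, 1.427 for Pcdhb14, 1.02 for Pcdhb19 and 0.577 for Pcdhb22. Pcdhb9, Pcdhb10, Pcdhb11, Pcdhb14, Pcdhb16, Pcdhb17 and Pcdhb19 were called without each of the 6 male libraries. The call of Pcdhb22 was lost without any of them (adjusted p = 0.0572 to 0.236) and that of Pcdhgb5 without any but WT male 2 (adjusted p = 0.0604 to 0.134). The beta genes are similar in sequence, and the alpha and the gamma genes each share their last exons, so reads may be divided among members of a cluster with error.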

Clustered protocadherin genes are cell surface molecules expressed in the central nervous system. They play crucial roles in shaping optimal neural circuits and promoting neuronal diversity (Lefebvre et al., 2012; Hasegawa et al., 2016; Mountoufaris et al., 2017). To further evaluate the association between these DEGs and NDDs, we analyzed the overlap between the human ortholog DEGs and genes related to NDDs, such as ASD (SFARI score 1–3; 853 genes) (Banerjee-Basu and Packer, 2010), ID (1397 genes) (Ilyas et al., 2020), and schizophrenia (120 genes) (Trubetskoy et al., 2022). The DEGs in *Nsd2* KO males and females overlapped with 3.0% and 1.1% of the NDD-related gene sets, respectively (Figure 1E and Supplementary Figure S2G). These results demonstrate that the loss of NSD2 impairs gene expression associated with synaptic transmission and formation.

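The gene sets that the paper used are not in the files, so a list of autism-associated genes was written from general knowledge, and 99 of its genes were tested. In males 1 of them fell, none rose, and 98 did not pass edgeR's test (3 lower and 1 higher when adjusted over the list alone). In females no gene of the list passed edgeR's test, and 0 did when adjusted over the list alone. Over both sexes 3 of these genes fell, and none rose (4 lower adjusted over the list alone). They include Mkx, a homeobox transcription factor, with a log2 fold change of -1.14 (SE 0.165, adjusted p = 0.00236 from edgeR), and Satb1, a chromatin organizer of neurons, with -0.30 (SE 0.0526, adjusted p = 0.00872 from edgeR). Both were chosen after their values were seen. As a list the autism-associated genes had a positive median log2 fold change in males (0.10, with a camera adjusted p = 0.000553) and a negative one in females (-0.12, and -0.06 without WT female 2 and -0.21 without WT female 3, with a camera adjusted p = 1.63e-07), and with an estimated correlation the adjusted p was 0.495 and 0.509.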

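Apart from Nsd2, Lrfn5, which encodes a synaptic adhesion protein, was the gene with the clearest fall in both sexes. It lies on chromosome 12 of GRCm38 from 61523150 to 61858342. In males it fell from 71.8 ± 5.71 to 18.1 ± 3.51 CPM (SD, n = 3 per genotype), a log2 fold change of -1.99 (SE 0.14, adjusted p = 0.0017 from edgeR). In females it fell from 67.1 ± 0.763 to 22.0 ± 5.02 CPM (SD, n = 3 per genotype), a log2 fold change of -1.61 (SE 0.155, adjusted p = 0.0304 from edgeR). Dlgap1, a scaffold protein of the postsynaptic density on chromosome 17, had a log2 fold change of -1.24 in males (SE 0.115, adjusted p = 0.00448 from edgeR) and -1.19 in females (SE 0.214, adjusted p = 0.283). Syt9, a calcium sensor of vesicle release on chromosome 7, within 5 Mb of the Trim30 cluster, had a log2 fold change of -1.64 in males (SE 0.174, adjusted p = 0.0109 from edgeR) and -1.61 in females (SE 0.18, adjusted p = 0.0681). Over both sexes the adjusted p from edgeR was 8.92e-06 for Lrfn5, 0.000329 for Dlgap1 and 2.48e-05 for Syt9, and each was called without each of the 12 libraries. In males Syt9 was not called without KO male 3 (adjusted p = 0.0902) or with the Hox gene level as a covariate (adjusted p = 0.0724). With that covariate the male log2 fold change of Syt9 was -1.441, against -1.64 before. In females Lrfn5 was not called without WT female 1 (adjusted p = 0.199), WT female 2 (adjusted p = 0.154) or KO female 1 (adjusted p = 0.362), and Dlgap1 and Syt9 were called by edgeR's exact and likelihood ratio tests, by DESeq2 and with the spread taken over all 12 libraries. From the enrichment of synaptic terms among the downregulated DEGs, of cell adhesion terms among the upregulated DEGs and their overlap with NDD-related genes, the paper concludes that expression of genes for synaptic transmission and formation is impaired when NSD2 is lost.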

**FIGURE 1:**
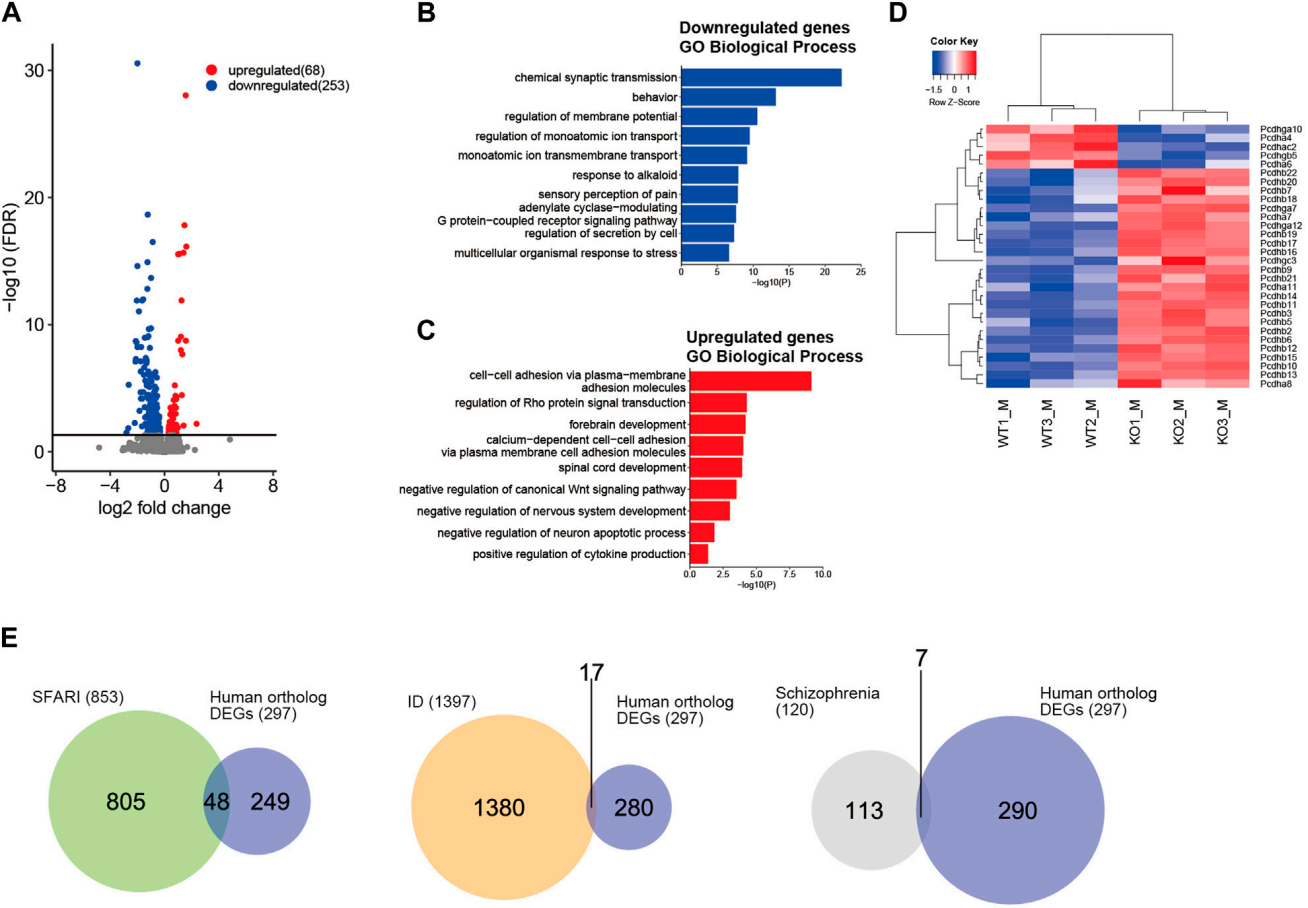
Loss of NSD2 affects gene expression in the brain. **(A)** Volcano plot of RNA sequencing analysis showing differentially expressed genes (DEGs) between *Nsd2* knockout (KO) and wild-type (WT) male mouse brains at E15.5; n = 3 in each group. DEGs are labeled in blue (downregulated) and red (upregulated). The horizontal line indicates the false discovery rate (FDR) threshold of 0.05. **(B, C)** Bar plots showing enriched Gene Ontology terms among biological processes related to downregulated DEGs **(B)** and upregulated DEGs **(C)** in *Nsd2* KO males (*p* < 0.05). **(D)** Heatmap showing clustered protocadherin genes differentially expressed in *Nsd2* KO males by hierarchical clustering of WT and *Nsd2* KO biological replicates. **(E)** Venn diagram showing the overlap between human ortholog DEGs in *Nsd2* KO male and neurodevelopmental disorder gene sets, including autism spectrum disorder from SFARI (left), intellectual disability (middle), and schizophrenia (right). ASD, autism spectrum disorder; ID, intellectual disability.

### 3.2 Loss of NSD2 causes global changes in H3K36me2 in the brain

To determine whether the loss of NSD2 affected H3K36me2 levels in the brain, we initially evaluated overall H3K36me2 levels. The bulk H3K36me2 levels were significantly decreased in E15.5 *Nsd2* KO brains (Supplementary Figure S3A). To gain more insight into the role of NSD2 in the H3K36me2 landscape in the brain, we conducted a ChIP-seq analysis using E15.5 brains. H3K36me2 ChIP-seq data were highly correlated (Spearman correlation coefficients >0.9) between biological replicates, and WT and *Nsd2* KO were separated into distinct clusters by hierarchical clustering (Supplementary Figure S3B). As the two biological replicates were well correlated across the genome, we merged them for further analysis. We identified 16.6% of the genome with H3K36me2 loss/gain in *Nsd2* KO brains (Figure 2A and Supplementary Tables S5, S6). Loss and gain of H3K36me2 were observed in both genic and intergenic regions (Figure 2B). Consistent with previous studies (Weinberg et al., 2019; Li et al., 2022), H3K36me2 loss was predominantly observed in the distal intergenic regions (Figure 2C). Conversely, the gain was largely observed in promoters and genic regions, including exons and intronic regions (Figure 2C).

**FIGURE 2:**
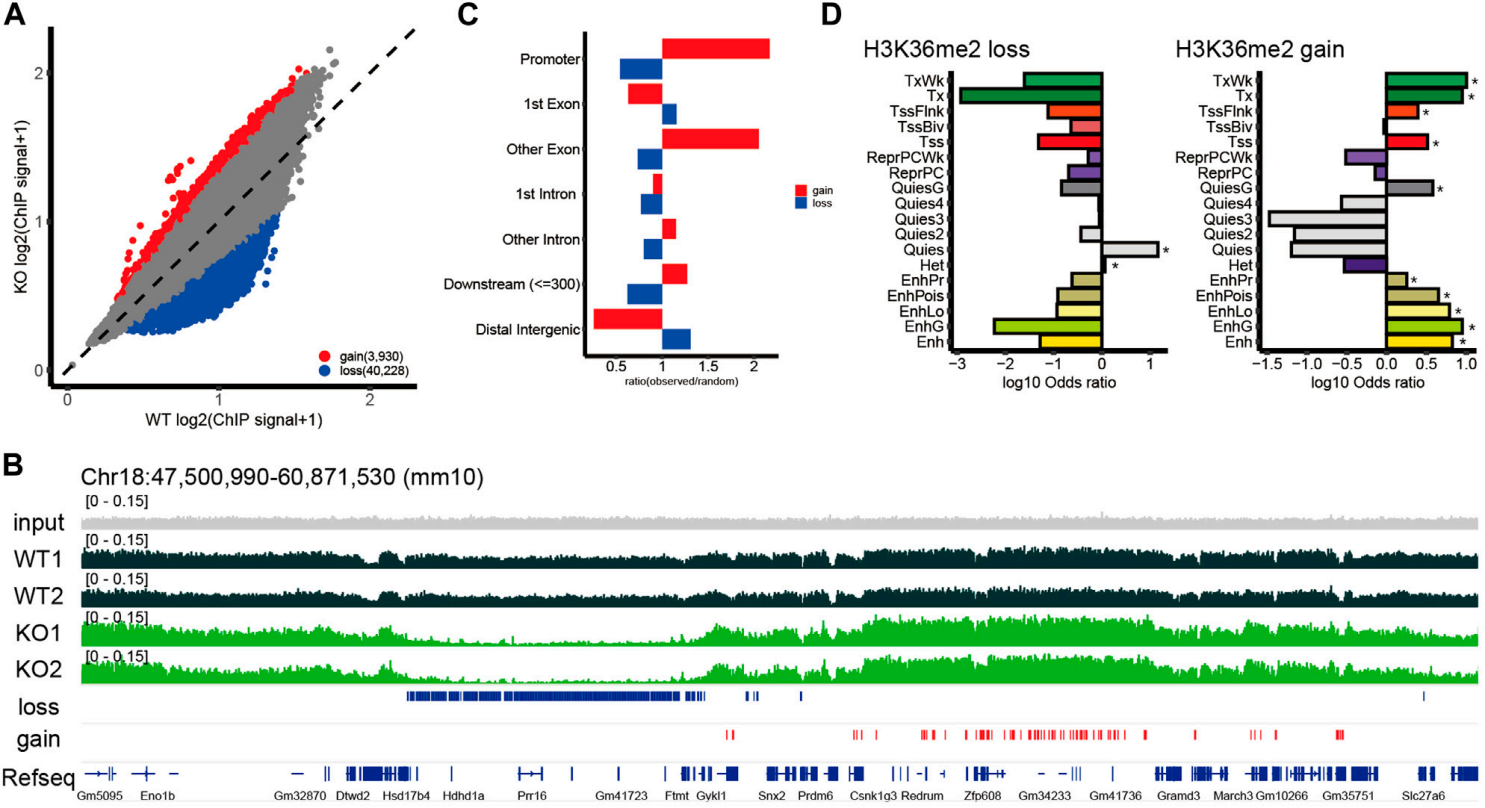
Genome-wide changes in H3K36me2. **(A)** Scatterplot showing normalized H3K36me2 chromatin immunoprecipitation (ChIP) signal for the 10 kb window in wild-type (WT) and *Nsd2* knockout (KO) E15.5 brains. The windows with loss or gain of H3K36me2 were defined as normalized H3K36me2 ChIP signal ratio between *Nsd2* KO *versus* WT E15.5 brain <1/1.5 or >1.5 and labeled in blue (loss) and red (gain). **(B)** Genome browser snapshot showing representative H3K36me2 ChIP signal in WT and *Nsd2* KO E15.5 brains. H3K36me2 loss/gain in *Nsd2* KO are shown as red and blue bars, respectively, and genes (from RefSeq) are annotated at the bottom. **(C)** Bar plot showing the ratio of observed-to-random H3K36me2 loss and gain in annotated genomic regions in *Nsd2* KO E15.5 brains. **(D)** Bar plots showing enrichment analysis of ChromHMM annotation for H3K36me2 loss (left) and gain (right) in *Nsd2* KO E15.5 brains. Asterisks indicate significance (q value <0.05) for background *versus* H3K36me2 loss/gain using Fisher’s exact test.

To further characterize the regions where changes in H3K36me2 were observed, we applied ChromHMM annotations of developing mouse tissues from ENCODE (van der Velde et al., 2021) and performed enrichment analysis. The quiescent chromatin state (Quies), characterized by very low signals for canonical histone marks and high DNA methylation, accounted for a large fraction of H3K36me2 loss. H3K36me2 gain was enriched in actively transcribed genes (Tx and TxWk) and enhancer-related states (EnhG, Ehn, EnhLo, EnhPr, and EnhPois) (Figure 2D). Overall, NSD2-mediated H3K36me2 shows preferential enrichment at the quiescent genomic regions in the embryonic brain, and redistribution of H3K36me2 in *Nsd2* KO occurs mainly at actively transcribed genes and enhancers.

### 3.3 Changes in H3K36me2 affect gene expression related to synaptic transmission and formation in the brain

Epigenetic states are associated with transcription, and their dysregulation causes transcriptional changes (Allis and Jenuwein, 2016). First, we examined the average H3K36me2 profile grouped by gene expression levels to characterize the relationship between H3K36me2 and gene expression levels. H3K36me2 profiles in highly expressed genes (Q4 and Q3) showed enrichment in the proximal region of the transcription start site (TSS) and gradually decayed in the 3′region of genes, consistent with previous studies (Kuo et al., 2011; Weinberg et al., 2019). In contrast, H3K36me2 profiles in weakly expressed genes and those with zero value (Q2, Q1, and zero) showed neutral patterns from the 5′to 3′region of genes except for the TSS with higher H3K36me2 levels than those of highly expressed genes (Figure 3A), suggesting that H3K36me2 levels are likely to be negatively correlated with gene expression levels in the embryonic brain. In accordance with the findings of the ChromHMM analysis, highly expressed genes (Q3, Q4) gained H3K36me2, while genes with zero value (zero) lost H3K36me2 in *Nsd2* KO.

**FIGURE 3:**
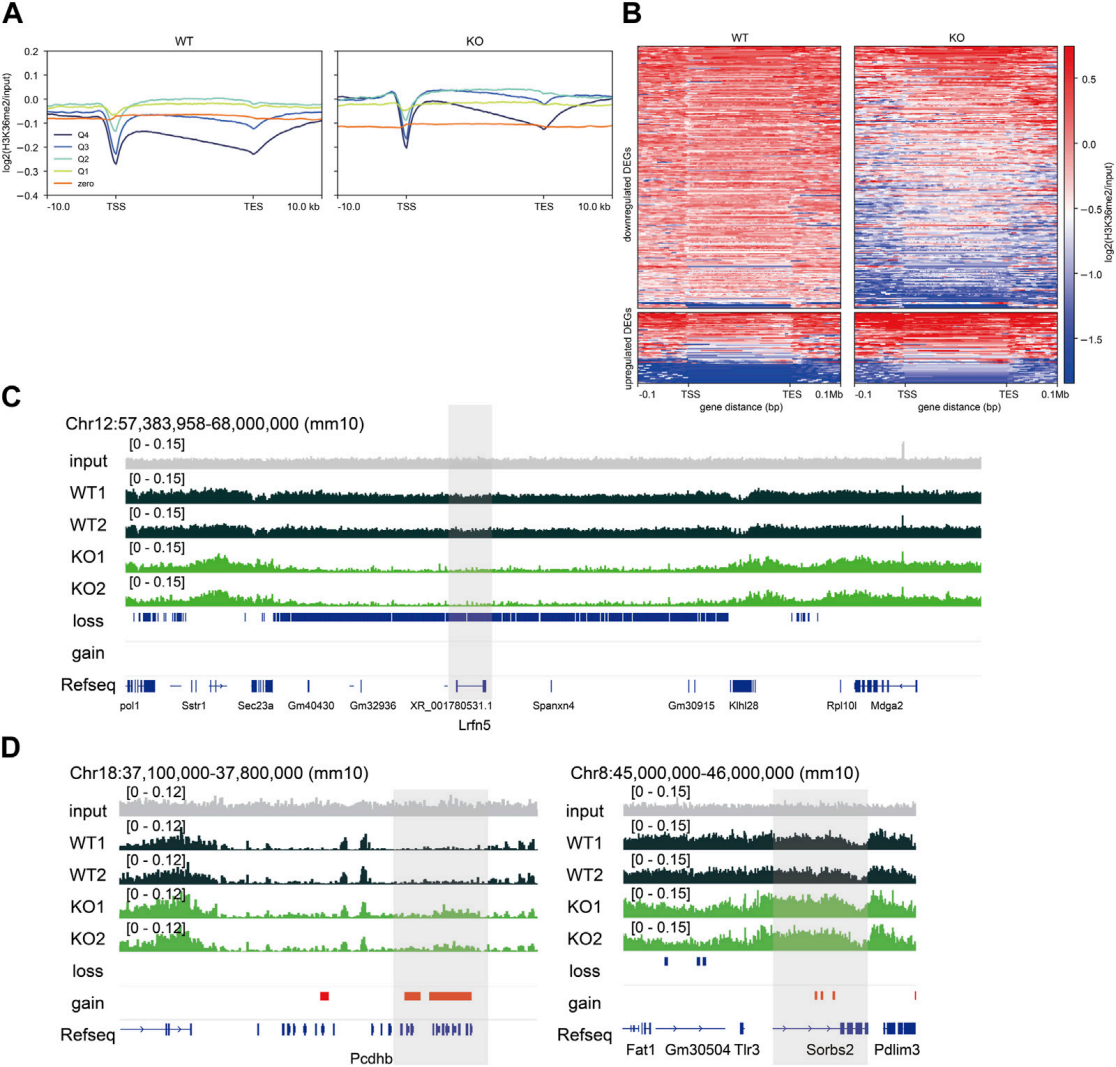
Relationship between gene expression and H3K36me2 levels. **(A)** Plot showing averaged H3K36me2 chromatin immunoprecipitation (ChIP) signal grouped into quartiles (Q4-Q1) and zero by transcripts per million and zero value in wild-type (WT) and knockout (KO) E15.5 brains. **(B)** Heatmaps showing H3K36me2 ChIP signal enrichment of differentially expressed genes (DEGs). **(C)** Genome browser snapshot showing representative H3K36me2 ChIP signal in WT and *Nsd2* knockout (KO) E15.5 brains. The shaded areas indicate *Lrfn5* (downregulated DEG) and **(D)** *Pcdhb* genes and *Sorbs2* (upregulated DEGs). H3K36me2 loss/gain in *Nsd2* KO are shown as red and blue bars, respectively, and genes (from RefSeq) are annotated at the bottom. TSS, transcription start site; TES, transcription end site.

Next, we examined whether changes in the levels of H3K36me2 were associated with changes in gene expression in *Nsd2* KO brains. We identified that 56% of DEGs showed changes in H3K36me2 levels (150/253 downregulated DEGs and 32/68 upregulated DEGs). The changes in H3K36me2 levels in upregulated DEGs were modest compared to the changes in downregulated DEGs. The majority of genes with H3K36me2 loss or gain showed no significant changes in gene expression (Supplementary Figure S4A). However, the DEGs with changes in H3K36me2 included genes related to synaptic transmission and formation. The downregulated or upregulated DEGs mainly showed loss or gain of H3K36me2 at their loci, respectively (Figures 3B–D), and we validated changes in gene expression and H3K36me2 using qPCR and ChIP-qPCR (Supplementary Figures S4B, S4C). Specifically, H3K36me2 loss in the downregulated DEGs was observed in a broader region extending up to 0.1 Mb upstream and downstream of TSS and transcription end site (TES) (Figures 3B, C). These results suggest that NSD2 affects the expression of genes important for neural function in the embryonic brain by regulating H3K36me2 at a sub-Mb scale domain.

H3K36me2 marks are typically located in both intergenic and genic regions. Changes in H3K36me2 at intergenic regions affect enhancer activity (Lhoumaud et al., 2019; Farhangdoost et al., 2021; Rajagopalan et al., 2021). To gain further insight into the functions of NSD2-mediated H3K36me2 in regulating gene expression, we examined the overlap between H3K36me2 loss and active enhancers. H3K36me2 loss included 183 active enhancers, defined by H3K4me1 and H3K27ac without H3K4me3 in E15.5 brain samples, but did not overlap with super-enhancers defined using H3K27ac and ROSE (Whyte et al., 2013). We identified 194 putative target gene active enhancer pairs, and these overlapped with only 54 DEGs (Supplementary Figure S4D). This indicates that changes in H3K36me2 may have a limited effect on enhancers in *Nsd2* KO.

## 4 Discussion

Perturbations in epigenetic regulation lead to NDDs, highlighting the importance of epigenetic modifiers in brain development and function. In this study, we characterized the transcriptomic and epigenomic changes in *Nsd2* KO brains using genome-wide approaches. Our analysis of transcriptomic profiles in *Nsd2* KO brains showed that the loss of NSD2 led to the dysregulation of gene expression involved in synaptic transmission and formation, which are essential for brain function. Synaptic dysfunction has been implicated in NDDs (Zoghbi and Bear, 2012; Südhof, 2018). 

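Gria4, an AMPA receptor subunit, and Csmd3, a large transmembrane protein, fell in male KO brains, and Kcnd2, an A-type potassium channel subunit, fell over both sexes. Gria4 fell from 68.9 ± 8.30 to 32.9 ± 5.77 CPM in males (SD, n = 3 per genotype), a log2 fold change of -1.07 (SE 0.14, adjusted p = 0.0279 from edgeR), and had one of -0.78 in females (SE 0.108, adjusted p = 0.114). Csmd3 had a log2 fold change of -0.68 in males (SE 0.102, adjusted p = 0.0336 from edgeR) and -0.90 in females (SE 0.183, adjusted p = 0.289). Kcnd2 was at 61.9 ± 9.38 CPM in WT and 42.1 ± 3.82 CPM in KO males (SD, n = 3 per genotype), a log2 fold change of -0.56 (SE 0.116, adjusted p = 0.121), and had one of -0.64 in females (SE 0.0922, adjusted p = 0.134). Over both sexes the log2 fold change was -0.93 for Gria4 (SE 0.0986, adjusted p = 0.000301 from edgeR), -0.79 for Csmd3 (SE 0.111, adjusted p = 0.00209 from edgeR) and -0.60 for Kcnd2 (SE 0.0759, adjusted p = 0.00109 from edgeR), and each was called without each of the 12 libraries. In males alone Gria4 was not called without WT male 2, WT male 3, KO male 1 or KO male 3 (adjusted p = 0.0652 to 0.174), and Csmd3 was not called without any of the 6 libraries (adjusted p = 0.0647 to 0.187). With the Hox gene level as a covariate their male log2 fold change was -0.836 and -0.598 (adjusted p = 0.0724 and 0.35 from edgeR). Over both sexes it was then -0.916 for Gria4 and -0.789 for Csmd3 (adjusted p = 6.08e-05 and 0.00188 from edgeR). There the covariate could move the effect little, since 3 WT and 3 KO libraries were above 1 CPM of Hoxa5. Kcnd2 was called by DESeq2, edgeR's exact test, edgeR's likelihood ratio test and the fit with the spread taken over all 12 libraries in males and in females.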

The downregulated DEGs included genes previously reported to be associated with NDDs, such as *Gria4*, *Csmd3*, and *Kcnd2* (Lee et al., 2014; Martin et al., 2017; Lin et al., 2018; Zhang et al., 2021; Song et al., 2022; Wang et al., 2022). In addition, the upregulated DEGs included *Pcdhb* genes, which are involved in axon targeting and interneuron survival (Hasegawa et al., 2016). The upregulation of *Pcdhb* genes has been observed in several mouse models of NDD and ASD that exhibit abnormal behaviors (Balan et al., 2021; Hagelkruys et al., 2022). These observations suggest that the dysregulation of gene expression following the loss of NSD2 could contribute to neurological dysfunction. Further investigation is required to understand the connection between these gene expression changes and the pathogenesis of NDDs in *Nsd2* KO mice.

Although we observed a global loss of H3K36me2 in *Nsd2* KO brains, the loss of NSD2 did not completely deplete H3K36me2. Recent studies have reported that NSD1 is required for the patterning of H3K36me2 and DNA methylation in the nervous system and plays an important role in neuronal identity (Hamagami et al., 2023; Zheng et al., 2023). The loss of NSD1 in neocortices showed a global reduction in H3K36me2 throughout the whole genome, including both genic and intergenic regions. However, single knockouts of *Nsd1* or *Nsd2* result in limited loss of H3K36me2, suggesting that NSD1 and NSD2 redundantly contribute to the broad H3K36me2 pattern in the nervous system. Pathogenic variants of NSD1 have been identified in Sotos syndrome, which is characterized by overgrowth and learning disabilities (Kurotaki et al., 2002; Tatton-Brown and Rahman, 2007). In addition, pathogenic variants of the H3K36 methyltransferases SETD2 and ASH1L have also been identified in patients with NDDs (de Ligt et al., 2012; Luscan et al., 2014; Wang et al., 2016; Okamoto et al., 2017). Understanding the overlapping and distinct roles of these H3K36 methyltransferases will be useful for understanding the mechanism of related NDDs. Moreover, we also observed gains of H3K36me2 in *Nsd2* KO brains. Similar increases in H3K36me2 levels have also been observed in other knockout/knockdown experiments of H3K36 methyltransferases in mammalian cells (Weinberg et al., 2019; Farhangdoost et al., 2021; Hamagami et al., 2023). H3K36 methylation cross-talks with other epigenetic modifications, and changes in H3K36me2 can affect other histone modifications such as H3K27me3 and H3K27ac, DNA methylation, and chromatin accessibility (Streubel et al., 2018; Lhoumaud et al., 2019; Weinberg et al., 2019; Fang et al., 2021; Hamagami et al., 2023). Furthermore, since other H3K36 methyltransferases, including NSD1, SETD2, and ASH1L are also expressed in the developing brain, they can mediate H3K36me2 under conditions of NSD2 loss. Therefore, this might be a consequence of the redistribution of other H3K36 methyltransferases through changes in H3K36me2 and subsequent epigenetic modifications.

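Nsd1, Setd2 and Ash1l, which encode other H3K36 methyltransferases, were expressed in WT male brains at 410.7 ± 18.01, 182.4 ± 9.55 and 157.4 ± 10.6 CPM (SD, n = 3). Their log2 fold changes in male KO brains were 0.22 for Nsd1 (SE 0.0672, adjusted p = 0.283 from edgeR), 0.19 for Setd2 (SE 0.0677, adjusted p = 0.342) and 0.17 for Ash1l (SE 0.0804, adjusted p = 0.459). In female KO brains they were -0.12 (SE 0.165, adjusted p = 0.901), -0.08 (SE 0.133, adjusted p = 0.921) and -0.19 (SE 0.186, adjusted p = 0.846). Of 6 H3K36 methyltransferase genes other than Nsd2 none passed edgeR's test in either sex or over both, and 0 passed when adjusted over the list alone. The list had a median log2 fold change of 0.14 in males (camera adjusted p = 0.111) and -0.10 in females (camera adjusted p = 0.372). Over the alternatives the median ranged from 0.096 to 0.204 in males and from -0.237 to -0.029 in females. The list was called without WT male 2 and without KO male 2 in males, and without WT female 3 in females.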

Using chromatin state annotation, it was found that NSD2-mediated H3K36me2 mainly marks quiescent state chromatin in the E15.5 brain. Additionally, higher H3K36me2 signals were observed in weakly expressed genes. Previous studies have shown that H3K36me2 is associated with actively transcribed genes in mammalian cells (Kuo et al., 2011; Weinberg et al., 2019). However, recent studies have suggested that impaired deposition of H3K36me2 leads to the loss of non-CpG methylation and gene activation in the adult mouse brain (Hamagami et al., 2023; Khazaei et al., 2023; Zheng et al., 2023). Non-CpG methylation in the brain is acquired during postnatal development (Lister et al., 2013). Therefore, H3K36me2 may serve as a bookmark for gene repression in the embryonic brain.

In our study, we observed changes in H3K36me2 in a subset of DEGs, suggesting that these genes are direct targets of NSD2. On the other hand, there are DEGs that were not affected by H3K36me2 in *Nsd2* KO. Histone modification enzymes, including NSD2, have non-catalytic functions (Tian et al., 2019; Sun et al., 2023). These proteins bind to chromatin and act as transcriptional coregulators independently of their catalytic activity. Additionally, NSD2 methylates non-histone proteins (Park et al., 2018; Zhang et al., 2019). Non-histone methylation has been implicated in protein-protein interactions and affects the downstream pathway of the substrate protein. Such non-canonical functions of NSD2 may explain DEGs that are not affected by changes in H3K36me2. Additionally, most genes with loss of H3K36me2 did not show changes in expression or enrichment of any GO terms or KEGG pathways. These included clusters of genes, such as olfactory receptor genes, keratin genes, and immune genes (Supplementary Table S6). 

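Of 108 keratin and keratin-associated genes 45 had a count in any library. Of the 9 with enough counts for a test in males none passed edgeR's test (8 negative and 1 positive log2 fold change, 0 passing when adjusted over the list alone). In females none of 9 passed either (3 negative and 6 positive, 0 passing adjusted over the list alone). Krt1, a keratin of the epidermis, was at 5.00 ± 1.42 CPM in WT males (SD, n = 3) and had a log2 fold change of -0.57 (SE 0.235, adjusted p = 0.395). An immune group that was lower was the Ifi200 and Trim30 clusters, DNA sensors and antiviral factors on chromosomes 1 and 7. Whether these clusters are among those that lost H3K36me2 was not tested. In males 3 of 11 tested genes fell and none rose (6 lower adjusted over the list alone), namely Trim12c, with a log2 fold change of -1.88 (SE 0.199, adjusted p = 0.00925 from edgeR), Mndal, with -2.11 (SE 0.269, adjusted p = 0.0201 from edgeR), and Ifi203, with -1.56 (SE 0.25, adjusted p = 0.0448 from edgeR). These genes were weakly expressed, with Trim12c at 4.69 ± 0.452 CPM and Mndal at 1.20 ± 0.0541 CPM in WT males (SD, n = 3). In females none of the 11 passed, with a median log2 fold change of -0.99 against -1.08 in males. The list was lower by camera in males (adjusted p = 1.76e-10) and females (adjusted p = 1.12e-08), with an adjusted p of 0.0806 and 0.0903 with an estimated correlation, and of 0.000972 over both sexes, where it was 0.102 in the 6 libraries with under 1 CPM of Hoxa5, chosen after seeing the data. Over both sexes it was 0.00385 or less without each library. With the Hox gene level as a covariate, also chosen then, it was 0.00239, with a median of -1.186 against -1.184 before. That covariate could move the median little, since 3 WT and 3 KO libraries were above 1 CPM of Hoxa5. Of 18 interferon-stimulated genes outside these clusters none passed in males (median log2 fold change -0.15, 0 passing adjusted over the list alone). Over the alternatives their median ranged from -0.46 to -0.038, and as a list they were called without WT male 3. The male call of Trim12c was lost without KO male 1 (adjusted p = 0.0524), that of Mndal without WT male 2, WT male 3, KO male 1 or KO male 3 (adjusted p = 0.0652 to 0.12) and that of Ifi203 without any of the 6 libraries (adjusted p = 0.0743 to 0.216).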

Further investigation into the detailed mechanisms of NSD2 recruitment and gene regulation by NSD2 in the brain is warranted.

The present study has limitations that need to be considered. We used bulk embryonic brain tissue composed of heterogeneous cell populations. This was limited to accurately assessing changes in gene expression and H3K36me2 levels. Furthermore, we focused on the brain at the embryonic stage due to high levels of *Nsd2* expression. 

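Of the lists of pan-neuronal, radial glia, microglia, astrocyte and oligodendrocyte lineage genes, 1 gene passed the test in males, Ugt8a. Of 20 pan-neuronal genes none passed edgeR's test in males or females, with a median log2 fold change of -0.06 and -0.08 and a camera adjusted p of 0.169 and 0.0867. Over the alternatives the median ranged from -0.118 to -0.03 in males and from -0.127 to -0.012 in females. As a list they were called in 3 of 14 alternatives in males, among them without WT male 1 and without KO male 2. In females they were called in 4 of 14, among them without WT female 1, WT female 2 or KO female 2. Map2, a dendritic microtubule protein, had a log2 fold change of 0.10 in males (SE 0.0636, adjusted p = 0.572). Of 21 radial glia genes none passed either (camera adjusted p = 0.14 in males and 0.4 in females), nor did any of 16 microglia genes (camera adjusted p = 0.0433 in males, where the adjusted p was 0.627 with an estimated correlation and the call was lost without WT male 1, WT male 2, KO male 1 or KO male 2, with 0.0624 to 0.395, and 0.736 in females). Of 16 astrocyte genes none passed (1 lower in males adjusted over the list alone), and as a list they were lower in males by camera (median log2 fold change -0.36, adjusted p = 0.000169, and -0.09 with an adjusted p of 0.0199 without WT male 2), with an adjusted p of 0.495 with an estimated correlation and a camera adjusted p of 0.358 with the Hox gene level as a covariate, added after seeing the data. Markers of the telencephalon (median log2 fold change 0.28, adjusted p = 0.000913, and 0.389 with the Hox covariate) and the diencephalon (0.23, adjusted p = 6.71e-06) were higher as lists in males by camera, with an adjusted p of 0.576 and 0.495 with an estimated correlation. The telencephalon median was 0.06 without WT male 2 (camera adjusted p = 0.17), 0.11 without KO male 1, 0.48 without KO male 2 and 0.18 without KO male 3. Of 15 genes of the oligodendrocyte lineage Ugt8a, an enzyme of myelin lipid synthesis, fell in males by 1.51 on the log2 scale (SE 0.212, adjusted p = 0.0275 from edgeR), with 9 lower when adjusted over the list alone. The list was lower by camera (adjusted p = 6.5e-12 in males and 0.00162 in females), and the adjusted p was 0.495 and 0.509 with an estimated correlation. In females its camera adjusted p was 0.569 without WT female 3 (median log2 fold change 0.07) and 0.141 without KO female 3. Over both sexes 2 of the 15 genes fell and all 15 were negative, with a median of -0.40 (camera adjusted p = 6.78e-09, and adjusted p = 0.17 with an estimated correlation). Ugt8a was not called without WT male 1, WT male 2, WT male 3, KO male 1 or KO male 3 (adjusted p = 0.052 to 0.138), nor with the Hox covariate (adjusted p = 0.207). With that covariate the male log2 fold change of Ugt8a was -1.279. The libraries differed in Hox genes, which pattern the hindbrain and spinal cord. Hoxa5 was at 53.3 CPM in WT female 3, 46.0 and 38.5 CPM in KO female 2 and KO female 3, and 0.0741 to 0.181 CPM in the other females. In males the Hox genes had a median log2 fold change of -2.56, and -5.79 without KO male 2, with 19 of 19 negative (camera adjusted p = 7.45e-06, and adjusted p = 0.495 with an estimated correlation), and in females one of 0.95, and 0.46 to 7.16 when any 1 of the 6 libraries was left out, with 21 of 22 positive (camera adjusted p = 7.21e-06, and adjusted p = 0.563 with an estimated correlation). Markers of sensory ganglia and neural crest glia were lower in males by camera with a median of -1.65 (adjusted p = 1.12e-05, and adjusted p = 0.495 with an estimated correlation) and had a median of -0.19 in females (camera adjusted p = 0.4) and -0.97 over both sexes (camera adjusted p = 0.0028, and adjusted p = 0.653 with an estimated correlation). In females the median of these markers ranged from -0.627 to 0.454 over the alternatives. The female list was called without WT female 2 and without KO female 2. Without WT male 2 the median was -0.65 in males (camera adjusted p = 0.00677) and -0.31 over both sexes (camera adjusted p = 0.0434).

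**Figure D2:**
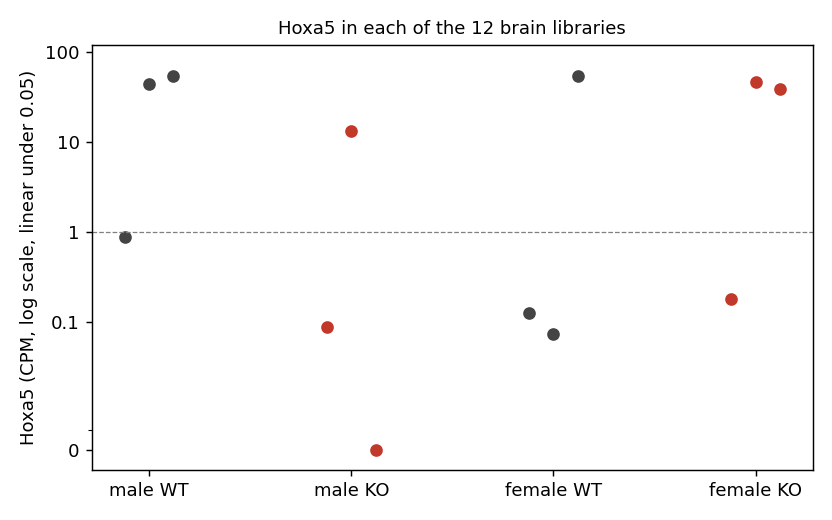
Hoxa5 in each of the 12 libraries in CPM, on an axis that is linear near 0 and logarithmic above. The dashed line marks 1 CPM, and 3 libraries of each sex lie above it.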

The development and maturation of the mammalian brain continue after birth with epigenetic changes (Lister et al., 2013). Dynamic analysis of specific cell types across brain development can provide deeper insights into NSD2 function in the brain.

In summary, our results showed that NSD2 is involved in gene regulation that is important for neural functioning through H3K36me2. Elucidating the function of NSD2 in the brain is important for understanding NSD2-associated NDDs and epigenetic regulation in the brain.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE232566.

# Supplementary material for: Loss of NSD2 causes dysregulation of synaptic genes and altered H3K36 dimethylation in mice
**Source:** Front Genet. 2024 Feb 14;15:1308234. doi: 10.3389/fgene.2024.1308234
**Supplement:** Supplementary file 3

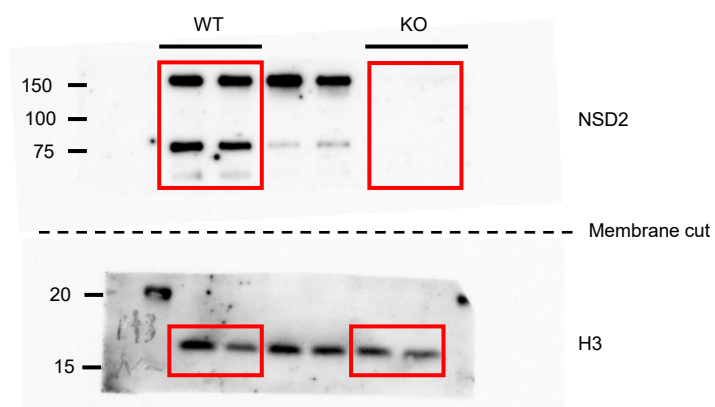

**Supplementary Figure S5. Uncropped western blotting image.** An uncropped version of the western blotting image presented in Supplementary Figure 1B. The red frames represent the cropped area

# Supplementary material for: Loss of NSD2 causes dysregulation of synaptic genes and altered H3K36 dimethylation in mice
**Source:** Front Genet. 2024 Feb 14;15:1308234. doi: 10.3389/fgene.2024.1308234
**Supplement:** Supplementary file 4

**A**

| gene<br>expression | H3K36me2 |      |
|--------------------|----------|------|
|                    | loss     | gain |
|                    | down     | up   |
| unchanged          | 144      | 6    |
| up                 | 6675     | 2806 |
| down               | 1        | 31   |

**B**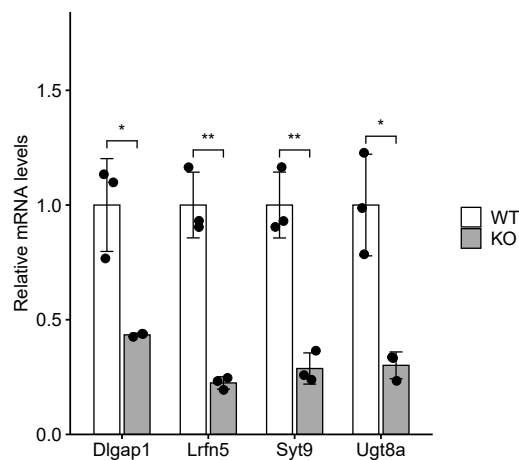**C**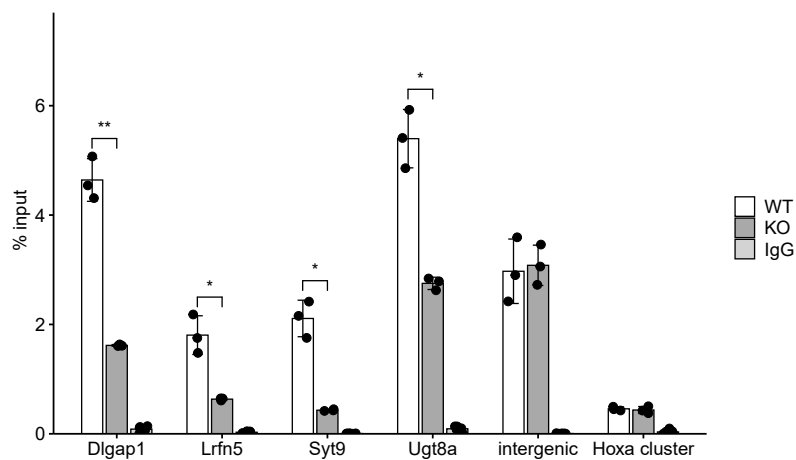**D**

downregulated DEGs

Genes associated with H3K36me2 loss enhancers

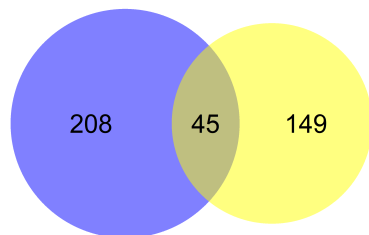

**Supplementary Figure S4. Changes in transcription and H3K36me2 in *Nsd2* knockout (KO) brains.** (A) Table summarizing the results of changes in H3K36me2 at gene loci and changes in gene expression. The numbers represent the number of genes in each category. (B) RT-qPCR of representative synaptic function-related genes with H3K36me2 loss in wild-type (WT) and *Nsd2* KO brains. Data are presented as mean  $\pm$  SD with dots representing individual samples; WT (n = 3; male = 2, female = 1), KO (n = 3; male = 3). \* $p$  < 0.05, \*\* $p$  < 0.01, calculated using Welch's  $t$ -test. (C) H3K36me2 ChIP-qPCR of representative synaptic function-related genes with H3K36me2 loss in WT and *Nsd2* KO brains. The input was used for normalization. Intergenic region and Hoxa cluster were used as positive and negative control regions of H3K36me2 ChIP, respectively. Data are shown as mean  $\pm$  SD with dots representing individual samples; WT (n = 3; male = 1, female = 2), KO (n = 3; male = 2, female = 1), IgG (n = 6). \* $p$  < 0.05, \*\* $p$  < 0.01, calculated using Welch's  $t$ -test. (D) Venn diagram showing the overlap between differentially expressed genes and genes associated with H3K36me2 loss enhancers in *Nsd2* KO.

# Supplementary material for: Loss of NSD2 causes dysregulation of synaptic genes and altered H3K36 dimethylation in mice
**Source:** Front Genet. 2024 Feb 14;15:1308234. doi: 10.3389/fgene.2024.1308234
**Supplement:** Supplementary file 5

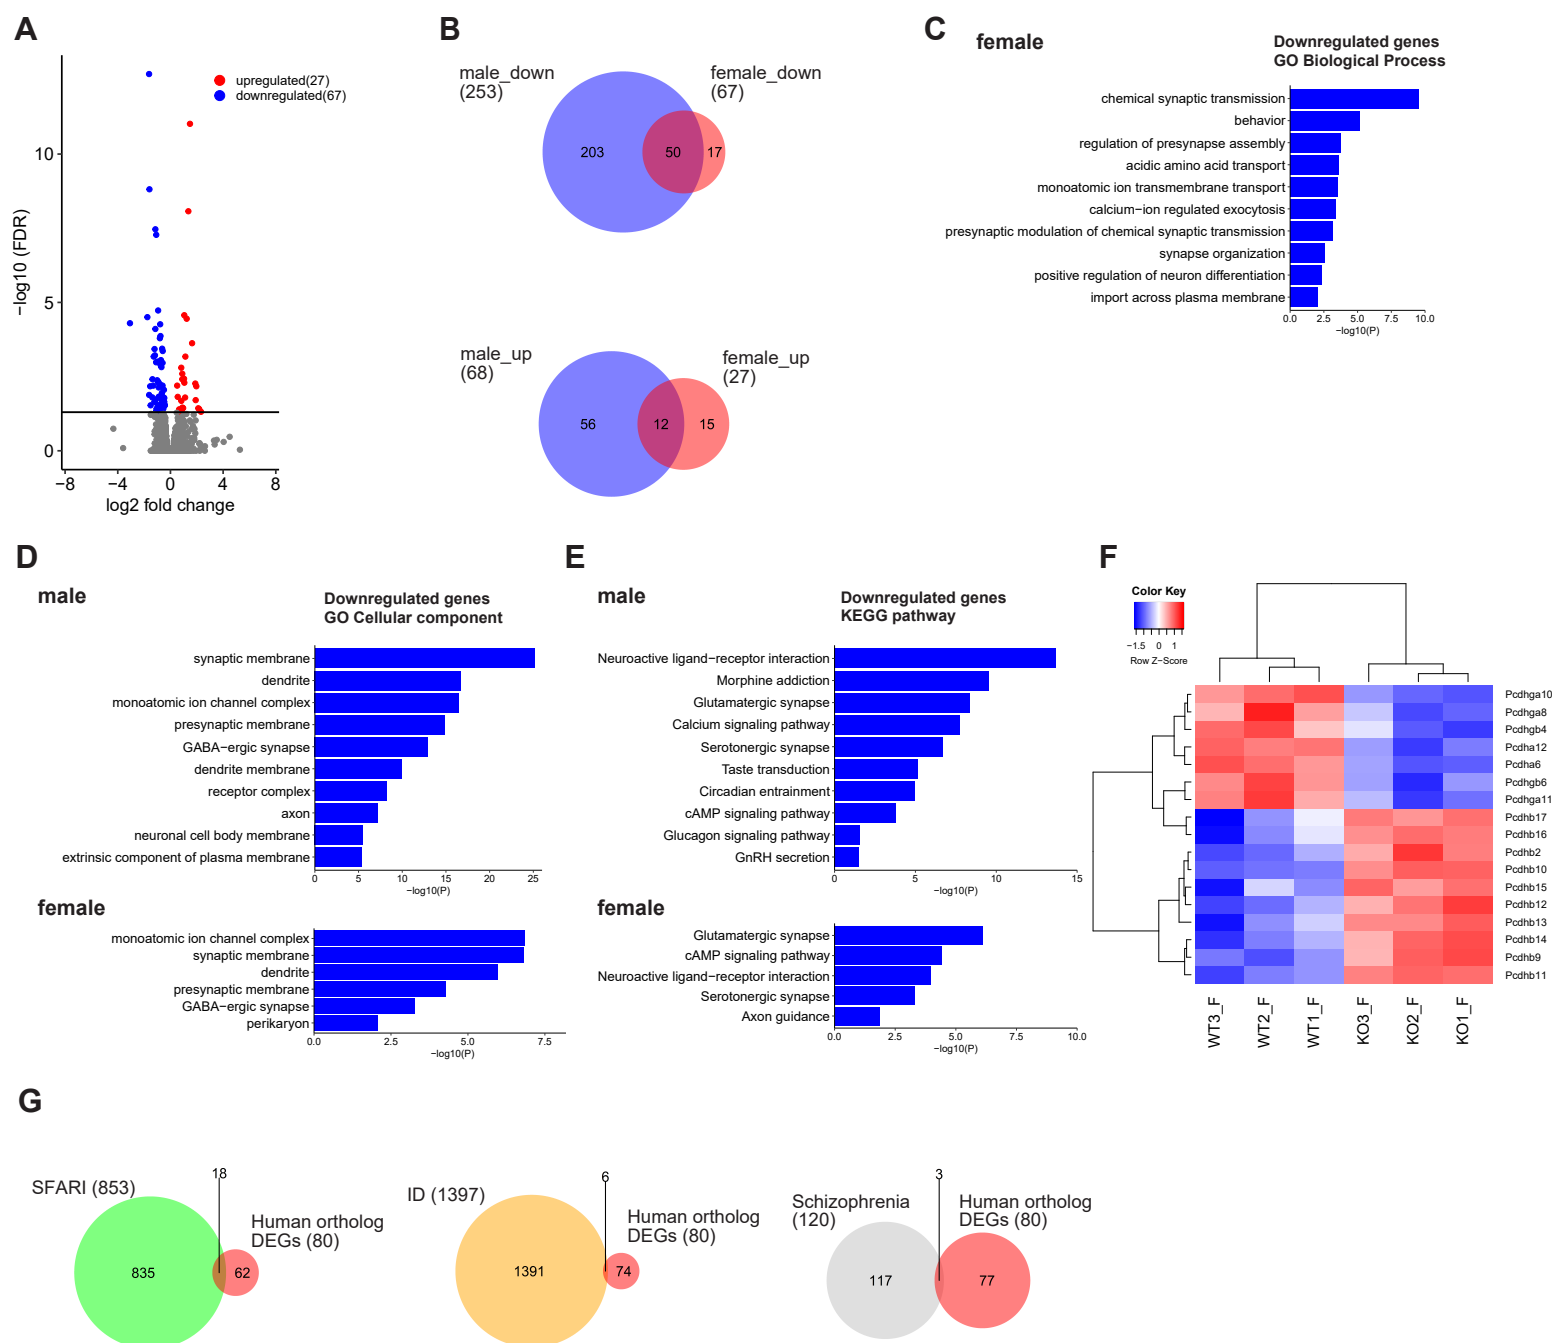

**Supplementary Figure S2. RNA sequencing analysis of *Nsd2* knockout (KO) brains.** (A) Volcano plot of RNA sequencing analysis showing differentially expressed genes (DEGs) between *Nsd2* KO and wild-type (WT) female mouse brains at E15.5;  $n = 3$  in each group. DEGs are labeled in blue (downregulated) and red (upregulated). The horizontal line indicates the false discovery rate (FDR) threshold of 0.05. (B) Venn diagram demonstrating an overlap between male and female downregulated DEGs (top) and upregulated DEGs (bottom). (C to E) Bar plots showing enriched Gene Ontology terms among biological processes in *Nsd2* KO female (C), cellular components (D) and enriched Kyoto Encyclopedia of Genes and Genomes pathway (E) in *Nsd2* KO males and females. (F) Heatmap showing clustered protocadherin genes that are differentially expressed in *Nsd2* KO females by hierarchical clustering of WT and *Nsd2* KO biological replicates. (G) Venn diagram showing the overlap between human ortholog DEGs in *Nsd2* KO females and neurodevelopmental disorder gene sets, including autism spectrum disorder from SFARI (left), intellectual disability (middle), and schizophrenia (right). ASD, autism spectrum disorder; ID, intellectual disability.

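In female KO brains 1 gene fell, Lrfn5, and 2 rose, Pcdhb10 and Pcdhb11, neighbouring genes of the protocadherin beta cluster. The test covered 18710 genes, of which 1398 had an unadjusted p under 0.05, where 936 would be reached by chance. The spread between replicates was larger than in males, with a biological coefficient of variation of 20.5% against 15.9%. The genes that passed numbered 0 without WT female 1, without WT female 2 or without KO female 1, and 38 without WT female 3, 4 without KO female 2 and 27 without KO female 3. With the spread of each gene taken over all 12 libraries 28 genes fell and 9 rose, edgeR's exact test gave 64 lower and 35 higher genes and its likelihood ratio test 63 and 30, and DESeq2 gave 129 and 50. With the Hox gene level as a covariate, added after seeing the data, 0 genes fell and 0 rose in edgeR.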

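In females the protocadherin beta genes were higher in KO brains as a group. All 21 tested genes had a positive log2 fold change, with a median of 0.68, and 2 of them passed the test (17 higher when adjusted over the list alone). Pcdhb10 rose from 3.89 ± 0.228 to 10.3 ± 0.639 CPM (SD, n = 3 per genotype), a log2 fold change of 1.40 (SE 0.128, adjusted p = 0.0256 from edgeR). Pcdhb11 rose from 5.71 ± 0.806 to 15.8 ± 0.674 CPM (SD, n = 3 per genotype), a log2 fold change of 1.47 (SE 0.134, adjusted p = 0.0256 from edgeR). Both were not called without WT female 1, WT female 2, KO female 1 or KO female 2 (adjusted p = 0.0925 to 0.344). As a list the beta genes were higher by camera (adjusted p = 1.52e-46, and adjusted p = 0.0933 with an estimated correlation). Over both sexes 19 of 22 rose, with an adjusted p of 0.000972 with an estimated correlation that stayed at 0.00385 or less without each library. It was 0.00166 with the Hox gene level as a covariate. That covariate could move the genotype effect little, since 3 WT and 3 KO libraries were above 1 CPM of Hoxa5. In the 6 libraries with under 1 CPM of Hoxa5 the call of the beta genes as a list ended. The mean log2 level of the beta genes, relative to the 12 libraries, still lay apart by genotype there. It was -0.11, -0.32 and -0.6 in WT female 1, WT female 2 and WT male 1. It was 0.48, 0.45 and 0.44 in KO female 1, KO male 1 and KO male 3. The covariate and the subset of libraries were both chosen after seeing the data. Of 14 protocadherin alpha genes none passed in females (6 lower and 3 higher adjusted over the list alone), and of 22 gamma genes none did (5 lower adjusted over the list alone). Over both sexes Pcdhga10 had a log2 fold change of -0.59 (SE 0.0692, adjusted p = 0.000567 from edgeR) and Pcdhac2 one of -0.50 (SE 0.0659, adjusted p = 0.00154 from edgeR), whereas Pcdha7 had one of 0.45 (SE 0.0775, adjusted p = 0.00872 from edgeR). The gamma genes were lower as a list in females by camera (adjusted p = 2.95e-08, and adjusted p = 0.42 with an estimated correlation).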

# Supplementary material for: Loss of NSD2 causes dysregulation of synaptic genes and altered H3K36 dimethylation in mice
**Source:** Front Genet. 2024 Feb 14;15:1308234. doi: 10.3389/fgene.2024.1308234
**Supplement:** Supplementary file 7

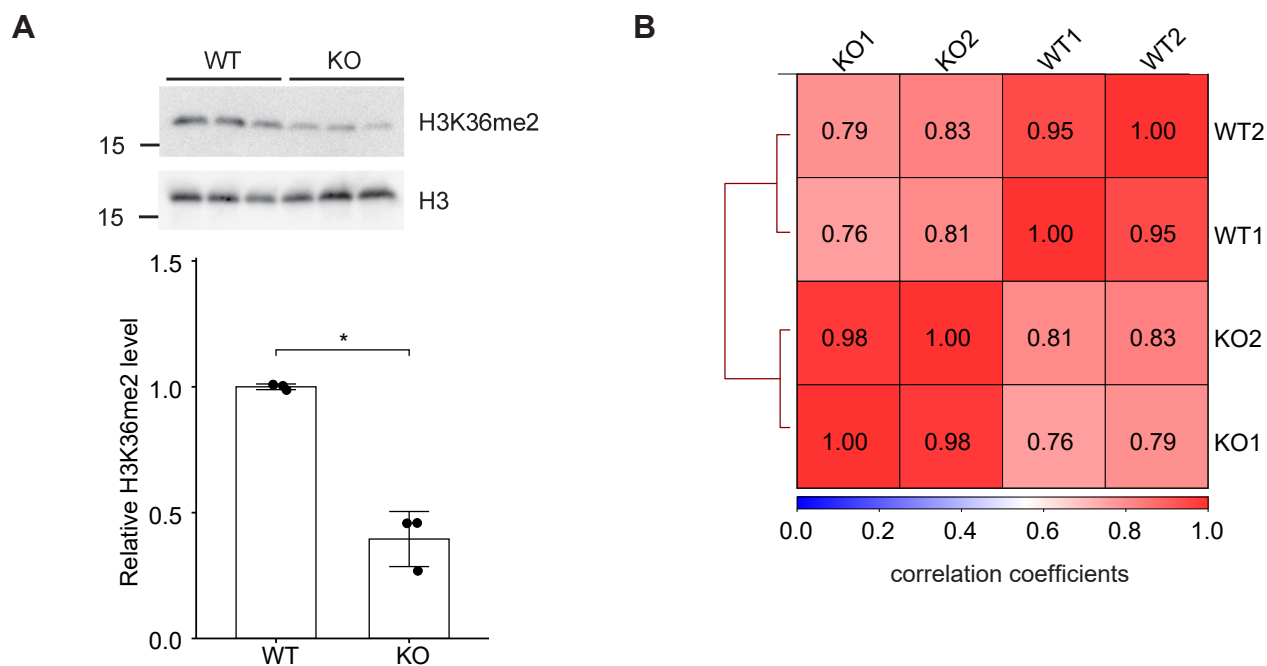

**Supplementary Figure S3. H3K36me2 chromatin immunoprecipitation sequencing analysis in *Nsd2* knockout (KO) brains.** (A) Western blotting of H3K36me2 in E15.5 wild-type (WT) and *Nsd2* KO mouse brains. Histone H3 was used as a loading control. The signal intensity values were divided by those of H3 and plotted relative to the control. Data are presented as mean  $\pm$  SD with dots representing individual samples;  $n = 3$  in each group.  $*p < 0.05$ , calculated using Welch's  $t$ -test. (B) The heatmap demonstrates Spearman's correlation and hierarchical analysis of H3K36me2 chromatin immunoprecipitation sequencing data;  $n = 2$  in each group. Correlation coefficients are depicted by color intensities and numbers.

# Supplementary material for: Loss of NSD2 causes dysregulation of synaptic genes and altered H3K36 dimethylation in mice
**Source:** Front Genet. 2024 Feb 14;15:1308234. doi: 10.3389/fgene.2024.1308234
**Supplement:** Supplementary file 11

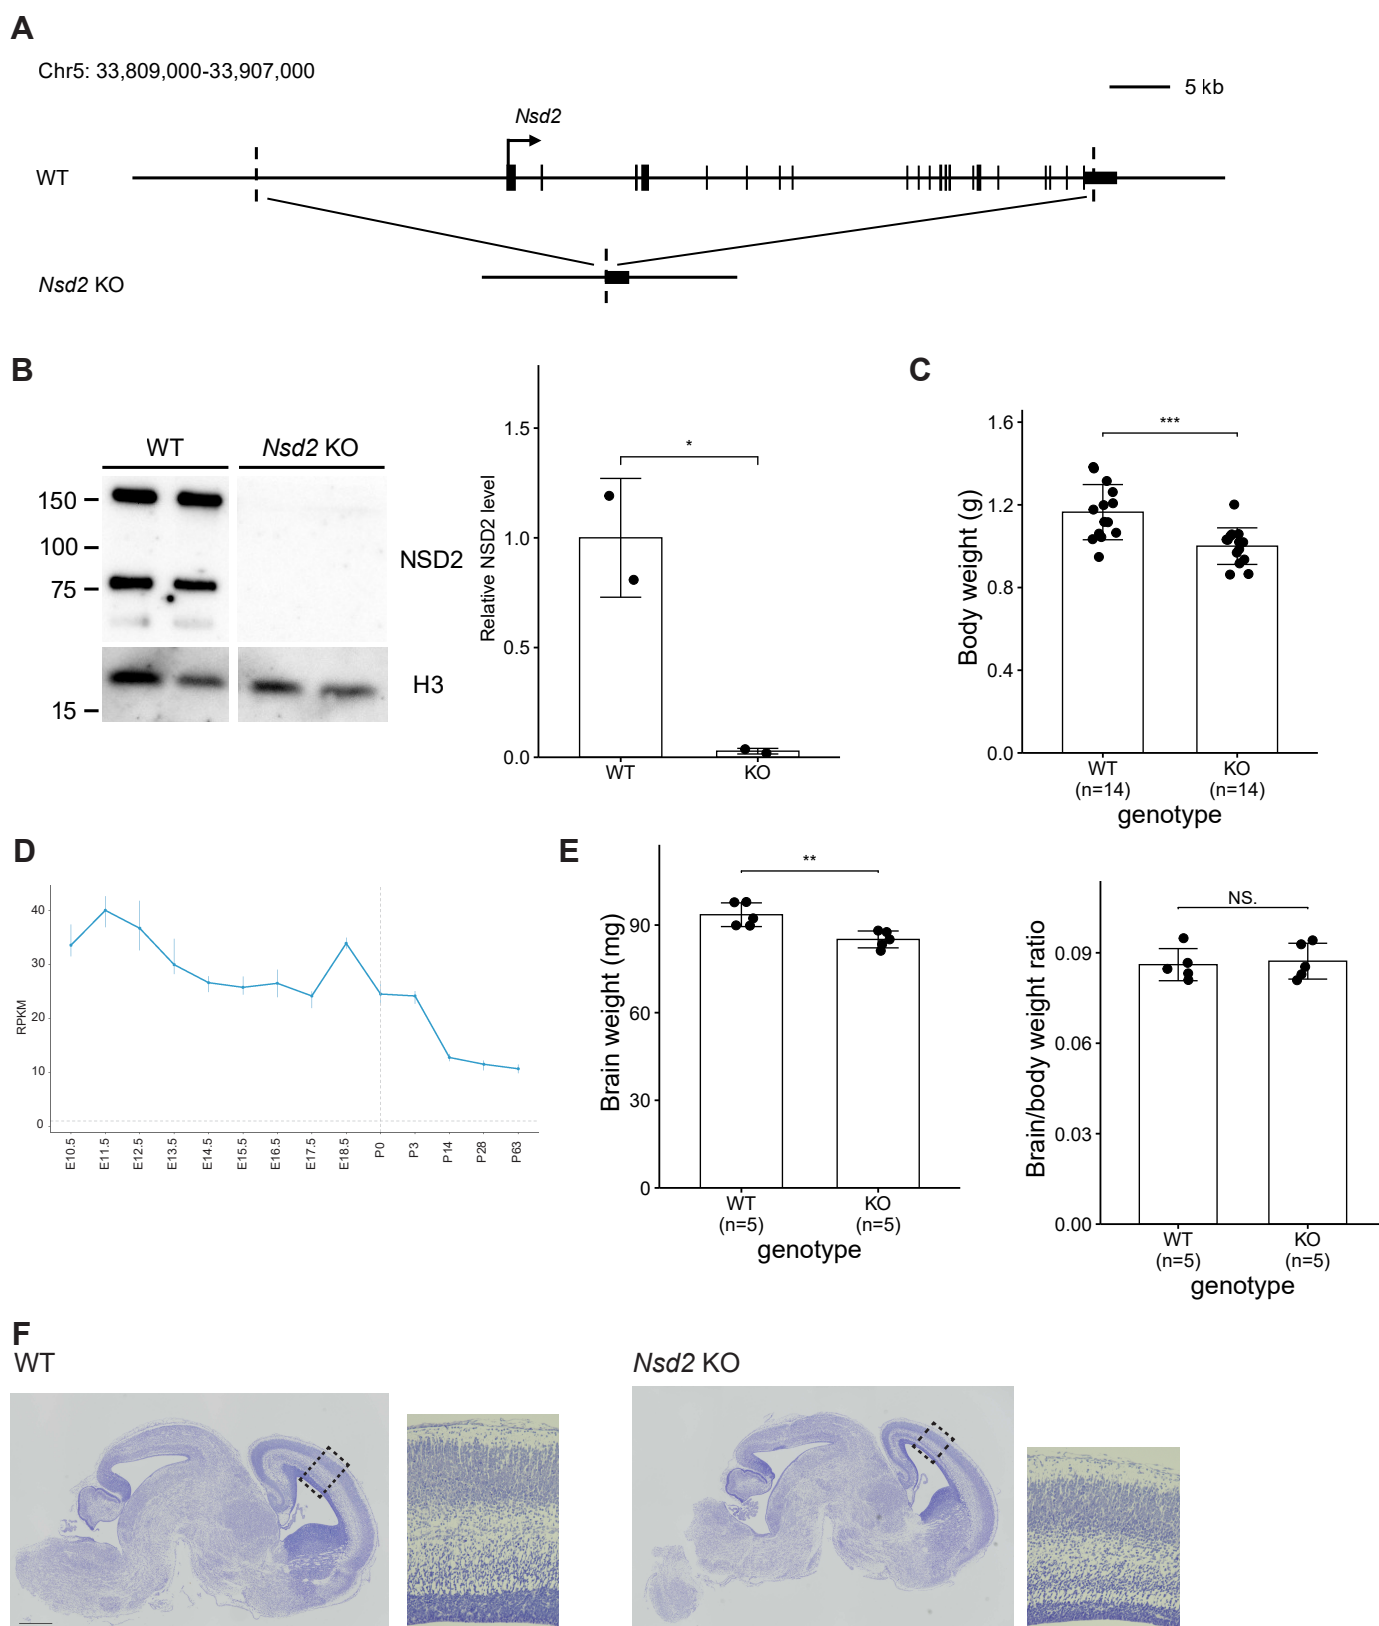

**Supplementary Figure S1. *Nsd2* knockout (KO) mice.** (A) Schematic representation of wild-type (WT) and *Nsd2* KO alleles. The black boxes represent the exons. The dashed lines indicate guide RNA targeting sites for CRISPR/Cas9. (B) Western blotting of NSD2 in WT and *Nsd2* KO brains. Histone H3 was used as a loading control. The values of signal intensity were divided by that of H3 and normalized to the control. Data are shown as mean  $\pm$  SD with dots representing individual samples;  $n = 2$  in each group.  $*p < 0.05$ , calculated using Student's  $t$ -test. The uncropped image of western blotting is provided in Supplementary Figure S5. (C) Bar plot showing the body weight of WT compared to *Nsd2* KO embryos at E18.5. Data are shown as mean  $\pm$  SD with dots representing individual samples;  $n = 14$  in each group.  $***, p < 0.001$ , calculated using Student's  $t$ -test. (D) The graph shows the expression pattern of *Nsd2* in the brain during mouse development; data were obtained from the research by Cardoso-Moreira *et al.* (E) Bar plot showing brain weights (left) and brain/body ratio (right) of WT compared to *Nsd2* KO embryos at E18.5. Data are shown as mean  $\pm$  SD with dots representing individual samples;  $n = 5$  in each group.  $**p < 0.01$ , NS., not significant, calculated using Student's  $t$ -test. (F) Representative histological images of Nissl staining in E18.5 WT (left) and *Nsd2* KO (right) sagittal brain sections. The boxed regions were magnified on the right. Scale bars, 500  $\mu$ m and 200  $\mu$ m (magnified images).

How the deposited data were processed for this re-analysis (not part of the article)

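RNA from brains of WT and Nsd2 KO mouse embryos at E15.5 was sequenced, with 3 libraries for each genotype and sex and 12 in all. The deposited count values are read counts per gene, without normalization, as the methods and the submitters' processing notes describe them. To make them before deposit, the authors trimmed reads with FASTX-toolkit and cutadapt 2.6, aligned them to the GRCm38 (mm10) mouse genome with HISAT2 2.1.0, quantified Ensembl transcripts with StringTie 2.0.6 and wrote gene counts with StringTie's own script, which derives counts from coverage and rounds them to whole numbers. The filters and the strand setting are not stated. Each column is 1 library, and both tables hold the same 46078 genes.

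Library totals ranged from 40398665 in WT female 2 to 59304196 in WT female 3. At this depth a gene was kept for testing when edgeR's filterByExpr found at least 10 counts, scaled to library size, in as many libraries as the smallest group holds, and at least 15 counts in total. Lower counts limit which genes can be called, and such genes are reported as not tested. PCR copies are not removed from such counts, so counting error is a lower limit of the error.

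KO was compared with WT in each sex with R 4.3.3 and edgeR 4.0.16 (TMM normalization, dispersions and the quasi-likelihood fit with robust estimation, and the quasi-likelihood F test), with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper names edgeR and this threshold, and its text does not name the test, the normalization or the filter. Nsd2, named Whsc1 in the tables, was left out of each count of DEGs. Additive fits of sex and genotype over the 12 libraries, and an interaction of both, used the same settings. CPM were computed with TMM library sizes, and log2 CPM with a prior count of 2. Single values such as library totals were compared by two-sided exact permutation tests, for which 0.1 is the smallest p that 3 libraries against 3 can give.

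In all, 47 lists of gene families, cell type and region markers, RNA quality markers and neighbours of Nsd2 were fixed. Those of olfactory receptors and of sex genes were not tested as lists, which left 45. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and adjusted over the lists, again with an estimated correlation, and with fry. The tests of lists over both sexes were added after the single-sex lists had been seen. Genome positions came from the GENCODE mouse annotation M 21 on GRCm38, used for positions, spans and neighbours. Figures were drawn with Python 3.11.15.

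Genes named in the text are those the paper names for RNA with the clustered protocadherins, the 10 lower and 10 higher genes of each sex with the smallest adjusted p whose KO libraries all lie beyond the WT libraries, up to 4 called members of each list or else its 2 most abundant members, and the 10 strongest genes of the interaction if called. The values in Tables S3 and S4 had been seen when this rule was written, and other genes are named as chosen after their values were seen.

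The alternatives were edgeR's RLE normalization, the Wald test of DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, no filter, a filter of more than 1 CPM in at least 3 libraries, library totals without small RNAs, mitochondrially encoded genes and histones, the spread taken over all 12 libraries, the replicate number as a block and each library left out in turn. The level of the Hox genes as a covariate and the subset of libraries with under 1 CPM of Hoxa5 were chosen after seeing the data. The edgeR, DESeq2 and camera steps were also tested on simulated counts with known changes. The count tables hold no ChIP-seq, Western blot or behavioural measurements. The paper's Tables S5 and S6, which list regions of H3K36me2 gain and loss without signal values, were held only in part and were not analysed. The annotations behind the paper's enrichment analyses are not in the files, so these were left out.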

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

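The gene test over both sexes was planned, and the tests of lists over both sexes and of each explanation in this part were chosen after the result was seen.

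The test over both sexes called 374 genes, and 164 of them (123 lower and 41 higher in KO brains) are outside the paper's Tables S3 and S4, which hold the genes it called in males and in females. The paper does not report a test over both sexes.

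Hoxa5 reached 53.9 CPM in WT male 3, whereas 6 of the 12 libraries had under 1 CPM, and the paper does not report RNA levels of Hox genes. The 6 libraries above 1 CPM were 3 WT and 3 KO, with 3 of each sex. In females the values argue against lowering by genotype as the source of high and near-0 libraries. The Hox gene level was 3.1 and 2.89 in KO female 2 and KO female 3. It was -2.86 and -3.19 in WT female 1 and WT female 2. WT female 3 (2.31) and KO female 1 (-1.99) went the other way. A smaller effect of genotype that lowers the Hox genes in both sexes stays open. Their median log2 fold change was -2.56 in males (-5.79 without KO male 2). In females it was 0.95 (0.46 to 7.16 when any 1 of the 6 libraries was left out). The female value goes against this explanation but did not pass with an estimated correlation (adjusted p = 0.563). Over both sexes the median was -0.679, with 22 of 24 genes negative (camera adjusted p = 0.798). Caudal neural tissue included in some dissections may be a source, since markers of sensory ganglia and neural crest glia were higher with the Hox level at an unadjusted p of 0.011 and 100 genes outside the Hox clusters were higher and 57 lower with it past the threshold, the former with Chat, Slc18a3 and Phox2a of cholinergic and hindbrain neurons (chosen after their values were seen), and this stays open because the adjusted p of the list was 0.321 with an estimated correlation and the samples carry no record of the dissection. The most abundant markers of that list, Ret at 31.8 ± 21.8 CPM and Pou4f1 at 24.5 ± 8.90 CPM in WT males (SD, n = 3), are also expressed in brain, and 18 of its 19 genes had enough counts for the test. The list of midbrain, hindbrain and cerebellum markers was not called with the Hox level (median -0.029, camera adjusted p = 0.995 with an estimated correlation).

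The lists of glutamate receptors, GABA and glycine receptors, potassium channels, postsynaptic proteins and synaptic adhesion molecules were lower in KO brains over both sexes (adjusted p = 0.0337 to 0.0382 with an estimated correlation, and up to 0.0848 for some of them without any 1 library other than WT male 1 or WT male 2), and oligodendrocyte lineage genes were lower too (median log2 fold change -0.40, adjusted p = 0.17 with an estimated correlation). Other neural tissue in some dissections stays open, since in the 6 libraries with under 1 CPM of Hoxa5 each list kept 0.753 to 1.21 of its median log2 fold change, but none passed with an estimated correlation (adjusted p = 0.102 to 0.379). With the Hox level as a covariate over the 12 libraries the lists kept 0.975 to 1.03 of it, and 1 still passed. That covariate cannot decide, since 3 WT and 3 KO libraries were above 1 CPM and it could move the genotype effect little. A smaller share of neurons in general stays open too, since the mean log2 level of pan-neuronal genes was lower by 0.117 in KO brains (exact permutation test within sex, p = 0.075), which is less than the fall of 0.30 of the 186 synaptic and channel genes (p = 0.015) but does not pass against 0.5 of it (p = 0.575), and the size of that fall may be overstated because the lists were picked for being lower. A trend of the test statistic on gene span and GC content was then removed, with an estimated correlation. The GABA and glycine receptors (adjusted p = 0.0173, from 0.00283 in the same test before) and potassium channels (0.0372, from 0.00498) still passed. This test was more lenient than camera with an estimated correlation, which gave 0.0337 and 0.0382 before the removal. A pass in it therefore cannot exclude gene span and GC content for either list. Their mean statistics shrank too, from -2.126 to -1.746 and from -1.891 to -1.501. The mean statistic of the glutamate receptors went from -2.14 to -1.17, of the postsynaptic proteins from -1.91 to -1.32 and of the adhesion molecules from -1.997 to -1.16, and their calls ended (adjusted p = 0.257, 0.102 and 0.199), so for these 3 lists an effect on long genes and an effect on synaptic genes cannot be told apart, while an effect of NSD2 on either stays open as a hypothesis.

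The Ifi200 and Trim30 genes, immune genes on chromosomes 1 and 7, had a median log2 fold change of -1.18 over both sexes. The paper's text does not name them, though it mentions immune genes among the gene clusters that lost H3K36me2. Mndal was at -1.68 (SE 0.275, adjusted p = 0.00616 from edgeR), Trim12c at -1.43 (SE 0.248, adjusted p = 0.00891) and Ifi203 at -1.28 (SE 0.243, adjusted p = 0.0157, and 0.0517 without KO male 1), but Aim2 at -0.02. Fewer microglia are argued against, since the mean log2 level of microglia genes was lower by 0.105 in KO brains, less than 0.5 of the fall of 1.06 of the cluster genes (exact permutation test within sex, p = 0.005, the smallest that the 400 splits can give), and so is a segment around the deleted gene for these members, since 0 of them lie on its chromosome. A weaker interferon response stays open, since other interferon-stimulated genes were lower by 0.214, which is less than that whole fall (exact permutation test within sex, p = 0.005) but does not pass against 0.5 of it (p = 0.07). Segments of another mouse strain around the clusters may account for the pattern and stay open, since 2 of 226 other genes within 5 Mb were called, Syt9 and Cckbr (0.885%) against 1.89% of the 19531 genes elsewhere (Fisher's exact test, p = 0.452), and a short segment or a difference in copy number within a cluster need not change its neighbours. An effect of NSD2 on these clusters stays open as well and was not tested.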

How the results depend on the processing

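The Hox covariate, the subset of Hox-low libraries and the lists over both sexes and for the difference between the sexes were chosen after the results were seen, and the other settings were planned. The simulated counts show what depth and 3 libraries per group limit. Of genes changed 2-fold, edgeR's quasi-likelihood test recovered 45.3% in males, 24.3% in females and 69.7% over both sexes, with 4.6%, 5.45% and 7.59% false calls at a threshold of 0.05. False calls made up 37% and 44% of DESeq2's calls in males and females, 31.5% and 34.7% of those of the likelihood ratio test, and 30.8% and 33.3% of those of the exact test. Each simulation changed 200 genes, of 18672 in males and 18710 in females. The share of false calls depends on how many genes change, so these shares cannot be carried over to the calls in the real counts. Replicate numbers did not pair the libraries (correlations of the same numbers from -0.053 to 0.229), so the block is only an alternative. Neither normalization nor totals without small RNAs moved the median log2 fold change by more than 0.018. For the 651 results of single genes, 10520 comparisons counted as the same, 381 as weaker, 348 as stronger and 0 as reversed. For single lists 2106 comparisons counted as the same, 262 as weaker, 129 as stronger and 8 as reversed. A change of sign without a call did not count as reversed, so the same label does not show that direction was kept. The counts and the targeted gene stayed within 1.5 times in 257 of 370 comparisons and moved in 113, and the targeted gene fell in every setting. Apart from the fewer libraries where some are left out, the cause was not tested in the real counts.

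Other splits of the libraries were counted. In males the real split called 86 genes, the highest other 1, and 1 of 10 splits was as large. In females the real split called 3 genes and the highest other 23, and 2 of 10 were as large. The lists called numbered 26 against 30 at most in males (3 of 10 as large) and 24 against 34 in females (4 of 10). With 10 splits no share under 0.05 can be reached. Chance can be excluded for the 3 genes called in both sexes (1 of 200 splits, highest other 0) and for the 374 genes over both sexes (1 of 100, highest other 1). Over both sexes 7 lists were called with an estimated correlation (1 of 100 splits as large, highest other 1), but the lists were written after Tables S3 and S4, which come from the same samples, had been read, so the splits cannot exclude chance for them. For the 0 genes whose effect differs between the sexes the splits test nothing, since every one of them is at least as large (100 of 100), but another split called 345, which points to a structure of the samples, as does the female split with 23 calls, which parts WT female 1, WT female 2 and KO female 1 from the others and so follows the Hoxa5 level.

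DESeq2 gave 361 lower and 122 higher genes in males (63 and 23 by the quasi-likelihood test), 129 and 50 in females (1 and 2), 88 and 13 shared (1 and 2), 587 and 218 over both sexes (300 and 74) and 5 in the interaction (0). The exact test gave 289 and 75 in males, 64 and 35 in females and 47 and 13 shared, and the likelihood ratio test 270 and 69, 63 and 30, and 45 and 13. The block gave 219 and 70 in males, 0 and 0 in females, 0 and 0 shared and 227 and 44 over both sexes. The spread over all 12 libraries gave 28 and 9 in females and 20 and 9 shared, and no filter gave 4 lower in females and 3 shared lower. The Hox covariate gave 10 and 7 in males, 0 and 0 in females and shared and 398 and 106 over both sexes, and the Hox-low libraries 31 and 6 over both sexes.

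With 1 library left out the lower and higher genes in males were 11 (without KO male 1) to 88 and 9 (without KO male 3) to 25, in females 0 to 34 (without WT female 3) and 0 to 23 (without KO female 3), shared 0 to 3 (without KO female 2) and 0 to 3, and over both sexes 162 to 315 and 38 to 80 (both lowest without KO male 3). The interaction gave 0 to 22 (without KO female 3). The female and shared counts were 0 without WT female 1, WT female 2 or KO female 1.

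An estimated correlation gave 0 lower and 1 higher lists in males (18 and 8 with camera's preset), 0 and 0 in females (17 and 7), 6 and 1 over both sexes (15 and 6) and 0 and 0 for the difference between the sexes (9 and 9). Fry gave 1 and 1 in males, 5 and 1 in females, 13 and 1 over both sexes, and 0 and 0 for the difference. With the Hox covariate 4 lists were higher in males, and with it and an estimated correlation 0 and 0 in males, 0 and 0 in females, and 2 and 1 over both sexes. Hox-low libraries with an estimated correlation gave 0 and 0. With 1 library left out the higher lists were 5 (without WT male 2) to 12 in males and 3 (without WT female 1) to 11 (without KO female 2) over both sexes, with 10 without WT female 2.

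The direction of the list test reversed for 6 of 135 results of lists, with the medians given here, and the median changed sign under some setting for 45, of which 5 were called by camera. With the Hox covariate, at the preset and the estimated correlation, it was -0.094 for cell cycle genes (0.13) and -0.035 for cortical excitatory neurons (0.10) in males. With 1 library left out histones ranged from -0.29 to 0.066 (without WT male 3) and ribosomal proteins from -0.13 to 0.043 (without WT male 3) in males, and GABAergic neurons from -0.16 (without WT female 1) to 0.21 and histones from -0.047 (without WT female 1) to 0.32 in females.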

Differences from the paper's values

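The alternatives compared here were set before the data were examined. The paper's text gives an adjusted p threshold of 0.05 from edgeR, which is the threshold used here, and does not name the test.

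The paper reports 321 DEGs in males without Nsd2, and the quasi-likelihood test gave 86. The exact test of edgeR (364), its likelihood ratio test (339) and a replicate block (289) came within 1.5 times of the paper's count. DESeq2 (483), RLE normalization (81), no filter (75), the stricter filter (89), totals without small RNAs (93), the spread over all 12 libraries (103) and each left-out library (21 to 113) did not. The paper gives 253 lower DEGs in males, and the count here was 63. DESeq2 (361), the exact test (289), the likelihood ratio test (270) and the block (219) came within 1.5 times, and the other alternatives did not. The paper gives 68 higher DEGs in males, and the count here was 23. The exact test (75), the likelihood ratio test (69) and the block (70) came within 1.5 times, whereas DESeq2 (122) and the others did not.

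In females the paper's Table S4 holds 66 lower and 35 higher DEGs, and the quasi-likelihood test gave 1 and 2. The exact test (64 and 35) and the likelihood ratio test (63 and 30) came within 1.5 times of both, DESeq2 of the higher genes (50) and not of the lower (129), and the other alternatives of neither. The volcano plot of Figure S2A shows about 67 lower and about 27 higher genes, read by eye, against the same 1 and 2. The exact and likelihood ratio tests came within 1.5 times of both, and leaving out KO female 3 of the higher genes (23). For DEGs in both sexes the paper's Tables S3 and S4 share 62 genes in the same direction, and 3 were shared here. The exact test (60) and the likelihood ratio test (58) came within 1.5 times, and DESeq2 (101) and the others did not.

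The fold changes were alike. Every one of the paper's 321 male and 101 female DEGs was tested and had the same sign here, with a median absolute gap of 0.00922 and 0.00255 on the log2 scale. Of these 82 and 3 were called in the same sex by the quasi-likelihood test, and 197 and 75 over both sexes. In males the exact test called 305 of the paper's DEGs, the likelihood ratio test 282, DESeq2 312 and the block 203, and in females the first 3 called 90, 83 and 98.

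Among genes the paper names, it lists Kcnd2 as lower and Sorbs2 as higher in males, and here the log2 fold change was -0.56 (adjusted p = 0.121 from edgeR) and 0.33 (adjusted p = 0.124 from edgeR). Both were called by DESeq2, the exact test, the likelihood ratio test and the block, and Kcnd2 also with the spread over all 12 libraries. The paper's Table S4 lists Gria4, Csmd3, Kcnd2, Dlgap1, Syt9 and Ugt8a as lower in females, and none of them passed the quasi-likelihood test there. All 6 passed with DESeq2, the exact test and the likelihood ratio test. With the spread over all 12 libraries all but Csmd3 passed, Csmd3 passed without WT female 3, and Syt9 passed with no filter, without KO female 2 and without KO female 3. Lrfn5 was called here in both sexes, and Gria4, Csmd3, Dlgap1, Syt9 and Ugt8a in males, as in the paper's tables.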

Other observations

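The tests of lists over both sexes, and the genes named here apart from Neurod4, Nab2 and Kdm5d, were chosen after the values were seen. Among the genes called over both sexes and outside the paper's Tables S3 and S4 were further synaptic genes. Grid1, a delta glutamate receptor subunit that binds synaptic organizers, had a log2 fold change of -0.38 (SE 0.0594, adjusted p = 0.00415 from edgeR) in KO brains, Lrrtm1, a postsynaptic adhesion protein, one of -0.35 (SE 0.0614, adjusted p = 0.00872 from edgeR), and Adgrb3, an adhesion G protein-coupled receptor of synapses, one of -0.33 (SE 0.0584, adjusted p = 0.0103 from edgeR). These 3 genes were called without each of the 12 libraries. Of 38 neuromodulator and neuropeptide receptor genes 5 fell over both sexes and none rose (11 lower and 2 higher when adjusted over the list alone). They include Chrm3, a muscarinic acetylcholine receptor, with -0.65 (SE 0.107, adjusted p = 0.00632 from edgeR), and Cckbr, a cholecystokinin receptor within 5 Mb of the Trim30 cluster, with -1.34 (SE 0.251, adjusted p = 0.0144 from edgeR). The list was lower by camera (adjusted p = 5.95e-05, and adjusted p = 0.193 with an estimated correlation). In each sex alone none of these receptors passed edgeR's test (9 lower and 1 higher in males and 2 lower in females adjusted over the list alone).

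Neurod4, a transcription factor of neuronal differentiation, fell over both sexes by 1.50 on the log2 scale (SE 0.176, adjusted p = 0.000601 from edgeR), the only call among 15 genes of intermediate progenitors and newborn neurons (1 lower and 1 higher adjusted over the list alone), a list with a positive median of 0.15 (camera adjusted p = 0.0941). Of 20 immediate-early genes Nab2, a repressor of EGR transcription factors, rose by 0.84 (SE 0.0777, adjusted p = 9.48e-05 from edgeR), and Bdnf, a neurotrophin, fell by 0.63 (SE 0.124, adjusted p = 0.018 from edgeR, and 0.0526 to 0.0573 without KO female 3 or WT male 2), with 1 lower and 2 higher adjusted over the list alone (camera adjusted p = 0.0996).

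Markers of brain regions and cell types were also tested, and no member of the lists in this paragraph passed edgeR's test over both sexes (adjusted over the list alone, 2 diencephalon genes and 1 of the meninges were higher and 1 astrocyte gene was lower). The telencephalon list had a median log2 fold change of 0.24 (camera adjusted p = 0.00604, 0.0708 with a median of 0.10 without WT female 1 and 0.0936 without WT male 2, and adjusted p = 0.653 with an estimated correlation) and the cell cycle list one of 0.13 (camera adjusted p = 0.000249, and 0.0519 with a median of 0.06 without WT female 1, the median being 0.08 without WT male 2, and adjusted p = 0.653 with an estimated correlation). The medians were 0.03 for the diencephalon (camera adjusted p = 0.0882), -0.20 for midbrain, hindbrain and cerebellum (0.363), -0.09 for astrocytes (0.088), 0.13 for GABAergic neurons (0.798), -0.19 for Cajal-Retzius cells (0.223), 0.20 for choroid plexus (0.49), -0.37 for meninges (0.0714) and 0.08 for the genes of H3K36 demethylases, PRC2 and DNA methyltransferases (0.108). Endothelial cells (0.826), red blood cells (0.727) and cortical excitatory neurons (0.639) had medians of -0.004, 0.043 and 0.004. In each sex alone some of these lists were called by camera, and none with an estimated correlation (adjusted p = 0.495 to 0.774). In males astrocytes had a median of -0.36 (camera adjusted p = 0.000169, and a median of -0.09 without WT male 2), the diencephalon one of 0.23 (6.71e-06, with 7 genes higher adjusted over the list alone), the genes of H3K36 demethylases, PRC2 and DNA methyltransferases one of 0.13 (0.0138, and a median of 0.20 without WT male 1), and cortical excitatory neurons one of 0.10 (0.0415, and 0.104 to 0.783 without WT male 2, KO male 1 or KO male 3, with medians of -0.03, 0.03 and 0.16 without WT male 2, KO male 1 and KO male 2). Red blood cells had a median of -0.35 in males (0.0319, and 0.135 to 0.188 without WT male 1, WT male 3, KO male 1 or KO male 2, with a median of -0.21 without KO male 1) and 0.44 in females (0.00499, and 0.0923 to 0.423 without WT female 2, WT female 3 or KO female 1, with medians of 0.24, 0.27 and 0.17). In females meninges had one of -0.37 (0.0378, and 0.0785 to 0.775 without WT female 1, WT female 3, KO female 1 or KO female 3, with medians of -0.20 and -0.21 without WT female 1 and KO female 3 and of -0.64 and -0.72 without WT female 2 and KO female 2) and Cajal-Retzius cells one of -0.27 (0.0435, and 0.113 to 0.921 without WT female 1, KO female 1 or KO female 2, with medians of 0.04, -0.16 and -0.40 without WT female 1, KO female 1 and KO female 3).

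Small nuclear and nucleolar RNAs had a median log2 fold change of 0.51 in females (camera adjusted p = 7.49e-15, and adjusted p = 0.152 with an estimated correlation), ribosomal protein genes one of 0.16 (camera adjusted p = 2.29e-14, and adjusted p = 0.509 with an estimated correlation) and histones one of 0.14 (camera adjusted p = 1.11e-05, and adjusted p = 0.704 with an estimated correlation). The histone median was -0.047 without WT female 1 (camera adjusted p = 0.244) and 0.03 without KO female 3 (camera adjusted p = 0.141), and 0.22 without WT female 2 and 0.32 without WT female 3, and the median of the ribosomal protein genes was 0.10 without WT female 1 and 0.28 without WT female 3. In males the medians were 0.26 (camera adjusted p = 0.0287, and adjusted p = 0.644 with an estimated correlation), -0.04 (0.288) and -0.07 (0.513), where the first was not called without WT male 2, WT male 3 or KO male 2 (0.56, 0.0811 and 0.812, with medians of 0.17, 0.17 and 0.05) and had a median of 0.40 without KO male 1, and the difference between the sexes had an adjusted p of 0.688, 0.688 and 0.898 with an estimated correlation. The small RNA list in males was also not called with no filter, with the stricter filter or with the replicate block. Its lowest median over the alternatives was 0.007. In females the median of the small RNA list ranged from 0.113 to 0.766 over the alternatives. Mitochondrially encoded genes took 5.16%, 6.45% and 7.1% of the counts in WT female 2, KO female 1 and KO female 2, and 1.59% to 2.97% in the other 9 libraries. WT female 1 held 7 counts of the Y-linked gene Kdm5d and the other females 0, against 2028 to 2479 in males.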
